# The olfactory receptor Olfr78 promotes differentiation of enterochromaffin cells in the mouse colon

**DOI:** 10.1038/s44319-023-00013-5

**Published:** 2023-12-15

**Authors:** Gilles Dinsart, Morgane Leprovots, Anne Lefort, Frédérick Libert, Yannick Quesnel, Alex Veithen, Gilbert Vassart, Sandra Huysseune, Marc Parmentier, Marie-Isabelle Garcia

**Keywords:** SCFA, Odorant, Enteroendocrine Cells, Serotonin, Organoids, Development, Membranes & Trafficking

## Abstract

The gastrointestinal epithelium constitutes a chemosensory system for microbiota-derived metabolites such as short-chain fatty acids (SCFA). Here, we investigate the spatial distribution of Olfr78, one of the SCFA receptors, in the mouse intestine and study the transcriptome of colon enteroendocrine cells expressing Olfr78. The receptor is predominantly detected in the enterochromaffin and L subtypes in the proximal and distal colon, respectively. Using the Olfr78-GFP and VilCre/Olfr78flox transgenic mouse lines, we show that loss of epithelial Olfr78 results in impaired enterochromaffin cell differentiation, blocking cells in an undefined secretory lineage state. This is accompanied by a reduced defense response to bacteria in colon crypts and slight dysbiosis. Using organoid cultures, we further show that maintenance of enterochromaffin cells involves activation of the Olfr78 receptor via the SCFA ligand acetate. Taken together, our work provides evidence that Olfr78 contributes to colon homeostasis by promoting enterochromaffin cell differentiation.

## Synopsis

The short-chain fatty acid receptor Olfr78 is expressed in enteroendocrine cells in the mouse colon where it promotes enterochromaffin differentiation through its ligand acetate.

- The olfactory receptor Olfr78, responding to SCFAs, is expressed in the enteroendocrine EC and L subtypes in mouse colon.
- Loss of epithelial Olfr78 results in impaired EC terminal differentiation in the proximal colon.
- Expression of the olfactory receptor Olfr558 is reduced in the colon of Olfr78-deficient mice.
- Loss of Olfr78 expression alters colon homeostasis and is associated with slight dysbiosis.

## Abstract (web summary)

The short-chain fatty acid receptor Olfr78 is expressed in enteroendocrine cells in the mouse colon where it promotes enterochromaffin differentiation through its ligand acetate.

## Introduction

The gastrointestinal epithelium is an important contributor to endocrine physiology and metabolic control by constituting a chemosensory system for external toxic agents, as well as diet-derived nutrients or microbiota-derived metabolites. This “sensory” function is mainly exerted by a subset of epithelial cells, known as enteroendocrine cells (EEC). In response to stimuli, these highly specialized cells secrete neurotransmitters or a variety of hormones having paracrine digestive and endocrine functions (Gribble and Reimann, 2019). Recent reports have uncovered the extraordinary complexity of this lineage, composed of multiple subtypes, each producing a defined set of specific hormones/signaling molecules (Basak et al, 2017; Egerod et al, 2012; Haber et al, 2017; Habib et al, 2012; Roth et al, 1992). In addition, EEC subtypes are also differentially distributed along the digestive tract, according to both proximal-to-distal and crypt-villus axes (Beumer et al, 2018; Haber et al, 2017; Roth et al, 1992). Two main EEC subtypes populate the colon, the so-called L cells devoted to secretion of GLP-1 and PYY peptides and the enterochromaffin cell subtype (EC) that secretes most of the serotonin (5-HT for 5-hydroxytryptamine) produced by the body (Gribble and Reimann, 2019).

Till recently, not much was known about the identity of the molecules that sense the chemical stimuli enabling signal transduction in EECs to promote hormone or neurotransmitter secretion. Accumulated evidence revealed the key role of some G protein-coupled receptors (GPCR) in such process. These receptors recognize as natural ligands the luminal short-chain fatty acids (SCFA) generated by the microbiota (Bellono et al, 2017; Pluznick, 2016). The most abundant SCFAs, acetate, propionate, and butyrate, are particularly concentrated in the colon, where they reach the millimolar concentration range (Cong et al, 2022). The FFAR2/GPR43 and FFAR3/GPR41 receptors, expressed in the EEC L subtype, recognize acetate, propionate, butyrate, and isovalerate as ligands (Le Poul et al, 2003). Whether they are involved in hormonal secretion in these cells is still debated (Christiansen et al, 2018; Psichas et al, 2015; Tolhurst et al, 2012). Loss of function studies in mice have demonstrated that the mouse ortholog Ffar2/Gpr43 and Ffar3/Gpr41 receptors participate to intestinal homeostasis by regulating inflammation in response to chemically induced colitis (Kim et al, 2013). The two other SCFA binding molecules are the olfactory receptors OR51E1 and OR51E2 (the human orthologs of the mouse receptors Olfr558 and Olfr78, respectively) (Pluznick et al, 2013; Saito et al, 2009; Audouze et al, 2014). Although odorant receptors are mainly expressed in olfactory sensory neurons of the olfactory epithelium, Olfr78, and Olfr558 expression is also detected in other tissues including the digestive tract (Bellono et al, 2017; Billing et al, 2019; Fleischer et al, 2015; Lund et al, 2018). It has been demonstrated that binding of SCFAs (isovalerate, butyrate) to the mouse Olfr558 receptor in EC cells of the small intestine activates basolateral 5-HT release from secretory granules and thereby stimulates afferent nerve fibers (Bellono et al, 2017). The Olfr78 receptor (human ortholog OR51E2) that recognizes acetate and propionate as ligands, was firstly detected in the EEC L subtype (Fleischer et al, 2015). Moreover, transcriptome analyses have also reported its expression in EC cells in the colon (Lund et al, 2018). Using the transgenic knockin/knockout Olfr78-GFP/LacZ mouse line, Kotlo et al have demonstrated that absence of Olfr78 expression is associated with higher levels of intestinal inflammation and worse histopathological score as compared to control mice in an experimental model of colitis (Kotlo et al, 2020). However, the role, if any, of Olfr78 in intestinal epithelium under homeostasis remains to be addressed.

In the present work, we investigated the complete expression profile of Olfr78 in gut and uncovered the biological function of this SCFA receptor in mouse colon epithelium using transgenic mouse lines and organoid cultures. Our findings reveal that signaling through the Olfr78 receptor regulates EC lineage differentiation in colon epithelium and participates to tissue homeostasis.

## Results

### SCFA receptors exhibit unique expression profiles along the small intestine and the colon

To fully dissect the distribution pattern of SCFA receptors, namely Olfr78, Olfr558, Ffar2, and Ffar3, along the mouse small and large intestines, we first analyzed their gene expression on mouse control tissues by qRT-PCR experiments. While *Ffar2* and *Ffar3* transcripts were detected at similar levels along the intestine, higher levels of *Olfr78* and *Olfr558* transcripts were found in the colon as compared to the small intestine (Fig. 1A). In situ hybridization studies further showed that *Olfr78*, *Olfr558*, and *Ffar3* were expressed in discrete countable cells in the epithelium (Fig. 1B–D). In the proximal colon, epithelial *Olfr78* and *Olfr558*-expressing cells were mostly located at the crypt base, while *Ffar3*-positive (^+ve^) cells were mainly found at the top of the crypts, near the lumen, suggesting that Olfrs and Ffar3 receptors may not be co-expressed in the same cell types (Fig. 1B,D). Regarding *Ffar2*, this receptor was more diffusely expressed and showed a decreasing gradient from the bottom to the bottom-half of colon crypts (Fig. 1B). In addition, *Olfr78* and *Olfr558* were expressed in isolated mesenchymal cells and submucosal and myenteric plexuses in the colon (Fig. EV1A,B). Of note, expression of *Olfr558* in the distal colon was only attributed to non-epithelial cells (Figs. 1A–C and EV1B). Finally, in agreement with a previous report (Nøhr et al, 2013), *Ffar3*^+ve^ cells were present in the myenteric plexuses (from ileum to distal colon) and *Ffar2* expression was detected in submucosal cells (likely leukocytes) (Fig. EV1C,D). Altogether, these data revealed a unique expression profile of SCFA receptors along the proximal-to-distal and crypt bottom-top villus axes in the gut.

**Figure 1:**
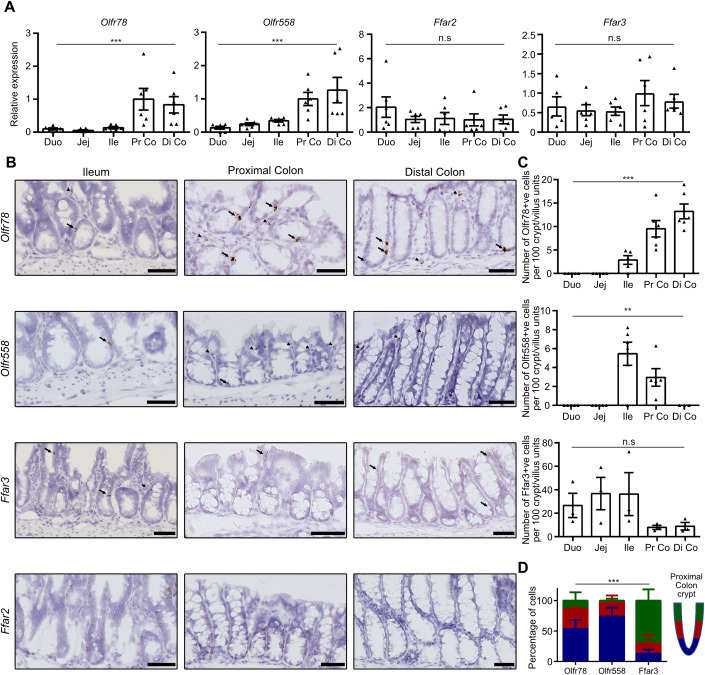
SCFA receptors exhibit unique expression profiles along the small intestine and colon. (**A**) The expression profile of SCFA receptors was analyzed by qRT-PCR on wild-type (WT) mouse intestinal biopsies from duodenum (Duo), jejunum (Jej), ileum (Ile), proximal colon (Pr Co) and distal colon (Di Co). Relative expression levels were arbitrary set to 1 in Pr Co samples. Each symbol indicates the value for a given mouse (*n* = 6). (**B**) The expression profile of SCFA receptors was analyzed on WT mouse tissues by RNAscope. Arrows and arrowheads point to epithelial and non-epithelial expressing cells, respectively. (**C**) Quantification of the number of cells expressing the Olfr78, Olfr558 and Ffar3 SCFA receptors per 100 crypt/villus sections from pictures obtained with RNAscope. Each symbol indicates the value of a given mouse (*n* = 3 to 6). (**D**) Distribution of Olfr78, Olfr558, and Ffar3 positive cells along proximal colon crypts (blue: bottom, red: middle, green: top of the crypt, *n* = 3 mice). Data information: Scale bars = 50 µm (**B**). Data are represented as mean ± SEM. (**A**) Kruskal–Wallis tests: ***P = 0.002 (Olfr78), ***P = 0.002 (Olfr558) and n.s = not significant (Ffar3) with Dunn’s multiple comparison tests: *P = 0.0370 Duo vs Pr Co and Duo vs Di Co, **P = 0.045 Jej vs Pr Co and Jej vs Di Co (Olfr78); **P = 0.027 Duo vs Pr Co, **P = 0.0016 Duo vs Di Co, *P = 0.0351 Jej vs Di Co (Olfr558). (**C**) Kruskal–Wallis tests: ***P = 0.001 (Olfr78), **P = 0.0013 (Olfr558) and n.s = not significant (Ffar3) with Dunn’s multiple comparison tests: *P = 0.0370 Duo vs Pr Co and Duo vs Di Co, **P = 0.045 Jej vs Pr Co and Jej vs Di Co (Olfr78); **P = 0.027 Duo vs Pr Co, **P = 0.0016 Duo vs Di Co, *P = 0.0351 Jej vs Di Co (Olfr558). (**D**) Two-way ANOVA test (interaction ***p = 0.008) with Tukey’s multiple comparison tests: bottom crypts: **p = 0.0067 for Olfr558 vs Ffar3; top crypts: *p = 0.017 for Olfr78 vs Ffar3 and **p = 0.0031 for Olfr558 vs Ffar3. Source data are available online for this figure.

**Figure EV1:**
SCFA receptors exhibit unique expression profiles along the small intestine and colon. (**A**) Representative RNAscope pictures of mesenchymal expression of Olfr78 in the gut. (**B**) Representative RNAscope pictures of mesenchymal expression of Olfr558 in the colon. (**C**) Representative RNAscope pictures of Ffar3 expression in myenteric plexuses in the gut. (**D**) Representative RNAscope pictures of mesenchymal expression of Ffar2 in the Ileum. Data information: Scale bars: 100 µm (low views) or 25 µm (insets). Arrowheads identify isolated SCFA-expressing cells.

### Olfr78 is expressed in different subtypes of enteroendocrine cells in the colon

Since *Olfr78* expression was particularly abundant in the colon where SCFA ligands are massively produced, we further explored its expression profile in colon epithelial cells using the knockin-knockout reporter Olfr78^tm1Mom^ mouse strain (thereafter referred as Olfr78-GFP). As depicted in Fig. 2A, Olfr78-GFP mice harbor a GFP-IRES-tauLacZ cassette in place of the coding exon of *Olfr78* (Bozza et al, 2009). Using GFP reporter as a surrogate to identify Olfr78^+ve^ cells, Epcam^+ve^ /GFP^+ve^ cells were sorted from the colon of 4 heterozygous (HE) Olfr78^GFP/+^ mice (two pools, each obtained from 2 individual mice) by flow cytometry (Figs. 2A and EV2A). All epithelial cells (Epcam^+ve^) were also isolated from a wild-type (WT) colon (Fig. 2A). Following bulk RNA sequencing (seq) of sorted cells, we compared the transcriptome of epithelial Olfr78^+ve^ cells to that of all Epcam^+ve^ cells with the Degust software to identify significantly up and downregulated genes in Olfr78-expressing cells. 

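The comparison rested on 4 libraries, 2 samples of Epcam +ve cells from the colon of 1 WT mouse and 2 pools of Epcam +ve/GFP +ve cells, each from 2 HE mice. The sample titles of the archive name the WT cells Epcam +ve/GFP -ve. The authors mapped paired-end reads to GRCm38 with STAR, counted reads per gene with HTSeq, and deposited values scaled to 20000000 counts per library and rounded up, called CP20M in Fig. EV3E. Dividing by the value of 1 read gave back whole reads for nearly all genes, with 2237474 and 1946872 reads on genes in the Epcam +ve samples and 1738136 and 1499832 in the HE pools. One read was therefore worth 8.94 and 10.3 CP20M in the Epcam +ve samples and 11.5 and 13.3 in the HE pools, and differences of a few reads were not detectable. Genes with at least 40 CP20M, which is 2 CPM, in at least 2 samples were tested with limma on log2(CP20M + 10), with Benjamini-Hochberg adjustment. Log2 fold changes are given on this scale, which understates the change of low genes, and the ratio of the group means is given beside them where useful. An exact two-sided permutation test of 2 libraries against 2 cannot go below p = 0.33, and the Epcam +ve samples of 1 mouse carry no spread between mice.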

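Of 16355 genes tested, 259 were higher and 28 lower in GFP +ve cells of HE mice than in Epcam +ve cells, at an adjusted p-value under 0.001 from limma and a log2 fold change above 2 or below -2. At an unadjusted p-value under 0.05, 6086 genes differed. The quasi-likelihood test of edgeR on the recovered reads called 583 genes higher and 175 lower, among them all 287 genes called by limma. A limma fit without a trend of the spread with expression called 0 genes although 5289 had an unadjusted p-value under 0.05. The 5 genes called higher with the smallest p-values were *Map1b*, *Cpe*, *Slc18a1*, *Tph1* and *Chga*. *Map1b* (ENSMUSG00000052727, chromosome 13, 99421446 to 99516540) had 144 and 196 CP20M in the Epcam +ve samples and 15097 and 14856 in the HE pools, a log2 fold change of 6.39 (standard error 0.22, adjusted p = 3.2e-06 from limma). The log2 fold changes of the other 4 were 6.29 for *Cpe*, 6.63 for *Slc18a1*, 6.55 for *Tph1* and 6.30 for *Chga*. The 5 called lower with the smallest p-values were *Lpo*, *Klk1* and the mitochondrial genes *mt-Atp6*, *mt-Atp8* and *mt-Co2*, whose reads the counting could have split with nuclear copies. *Lpo* (ENSMUSG00000009356, chromosome 11, 87806428 to 87828289) had 8349 and 7962 CP20M in the Epcam +ve samples and 461 and 467 in the HE pools, a log2 fold change of -4.11 (standard error 0.18, adjusted p = 9.5e-06 from limma). The log2 fold changes of *Klk1*, *mt-Atp6*, *mt-Atp8* and *mt-Co2* were -2.89, -3.55, -3.99 and -3.32. Each of these 10 genes lay without overlap between the 2 groups of 2 libraries, a separation that 33.3% of random splits of 4 libraries into 2 and 2 would give.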

Using a cut-off of false discovery rate (FDR) < 0.001 and a log_2_ fold-change of >2 or <−2, we identified 905 enriched genes and 321 de-enriched genes (Fig. 2B). 

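*Olfr78* (ENSMUSG00000043366, chromosome 7, 102738511 to 102759471) lies on the minus strand of GRCm38. Its values were 135 and 21 CP20M in the Epcam +ve samples, from 15 and 2 reads, and 4822 and 4401 CP20M in the HE pools, from 419 and 330 reads. The means were 78 ± 80.6 (SD, n = 2) and 4612 ± 298 (SD, n = 2), a ratio of 59.1. On the scale log2(CP20M + 10) the log2 fold change was 6.11 (standard error 0.61, adjusted p = 4.7e-04 from limma), and with each library left out in turn it ranged from 4.99 to 7.22. The Epcam +ve samples, both from the same mouse, differed more from each other on this scale than the HE pools did.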

As expected, *Olfr78* expression was 60-fold enriched in GFP^+ve^ cells (Fig. 2B,C). 

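*Olfr558* (ENSMUSG00000070423, chromosome 7, 102702215 to 102712064), the gene next to *Olfr78* that encodes a related receptor, had 9 and 62 CP20M in the Epcam +ve samples and 1588 and 2014 in the HE pools. The ratio of its group means was 50.7, and its log2 fold change 5.60 (standard error 0.61, adjusted p = 7.2e-04 from limma). *Ffar2* (ENSMUSG00000051314, chromosome 7, 30818348 to 30823775) rose from 322 and 483 CP20M to 1773 and 1787 CP20M. The ratio of its means was 4.42 and its log2 fold change 2.15 (standard error 0.27), with an adjusted p of 0.00135 from limma, above the threshold of 0.001. In the quasi-likelihood test of edgeR its adjusted p was 3.8e-05. *Ffar3* (ENSMUSG00000019429, chromosome 7, 30854330 to 30856178) had 9 and 21 CP20M in the Epcam +ve samples and 12 and 27 in the HE pools, 3 reads or fewer in every library. It was below the filter, and a difference in *Ffar3* was not detectable at this depth.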

Regarding other SCFA receptors, *Olfr558* and *Ffar2* were found enriched by 50- and 4-fold, respectively, whereas *Ffar3* expression was not detected at significant levels in GFP^+ve^ cells (Fig. 2B,C). High levels of expression of general EEC (*Chga*, *Syp*), EC cells (*Chgb, Tph1*, *Tac1* and *Ddc*) and L cells (*Gcg*, *Pyy*, *Insl5*) marker genes were found upregulated (Fig. 2C). 

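The EEC marker *Chga* (ENSMUSG00000021194) had 3504 and 3380 CP20M in the Epcam +ve samples and 242823 and 304540 in the HE pools. *Syp* was at 3 and 0 reads in the Epcam +ve samples and at 1301 and 1334 CP20M in the HE pools, at least 45.7-fold higher than the value of 3 reads. Its log2 fold change was 6.11 (standard error 0.65, adjusted p = 6.6e-04 from limma). The EC markers *Chgb*, *Tph1*, *Tac1* and *Ddc* were all called higher, with log2 fold changes of 6.14, 6.55, 6.03 and 3.99 and standard errors of 0.23, 0.18, 0.48 and 0.19. *Chgb* was the most abundant of them, at 549196 ± 114314 (SD, n = 2) CP20M in the HE pools against 7732 and 7674 in the Epcam +ve samples. The L cell markers were less even between the 2 HE pools. *Pyy* had 5017 and 681 CP20M in the HE pools and 45 and 124 in the Epcam +ve samples, a log2 fold change of 4.44 (standard error 0.83, adjusted p = 0.00723 from limma). *Insl5* had 1899 and 441 CP20M in the HE pools, at least 40.6-fold above the Epcam +ve samples, which were at 0 and 1 reads (adjusted p = 0.00159 from limma). *Gcg* had 1600 and 401 CP20M in the HE pools and 340 and 504 in the Epcam +ve samples, so that the groups overlapped (log2 fold change 0.94, standard error 0.56, adjusted p = 0.266 from limma). With HE pool 1 left out the log2 fold change of *Gcg* reversed to -0.045. The 3 L cell markers were thus not past the adjusted p-value of 0.001, while edgeR's quasi-likelihood test called *Pyy* and *Insl5*.

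**Figure D1:**
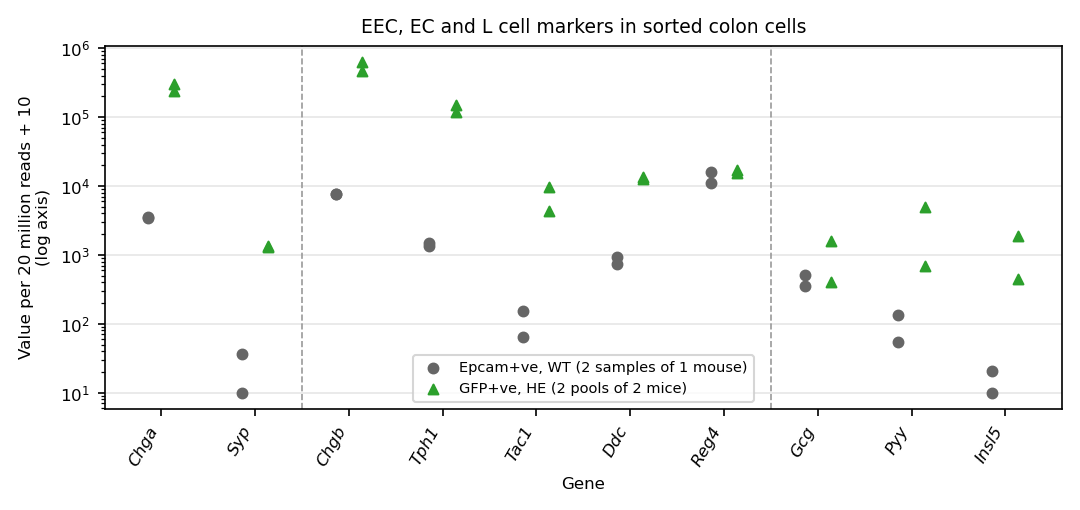
CP20M plus 10 (log axis) of EEC (left), EC (middle) and L cell (right) marker genes in the 2 Epcam +ve samples of 1 WT mouse (circles) and the 2 GFP +ve pools of HE mice (triangles), 1 point per library. The groups do not overlap for any of these genes except *Reg4*, where the values are 11174 and 15944 CP20M in the Epcam +ve samples and 15293 and 16816 in the HE pools, and *Gcg*.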

Of note, neural markers (*Tnr*, *Nrxn1*, *Hap1*, *Lrrn1*, *Ntm*) were observed in Olfr78-expressing cells, pointing out their neuroendocrine identity. 

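*Tnr* had no read in either Epcam +ve sample and 887 and 1774 CP20M in the HE pools, at least 46.2-fold higher than the value of 3 reads, with a log2 fold change of 6.98 (standard error 0.57, adjusted p = 1.8e-04 from limma). *Hap1* rose from 36 and 42 CP20M to 771 and 614 CP20M (log2 fold change 3.84, standard error 0.45, adjusted p = 9.9e-04 from limma). *Lrrn1* and *Ntm* were at 3 reads or fewer in both Epcam +ve samples. In the HE pools *Lrrn1* had 208 and 1267 CP20M, at least 25.6-fold higher, and *Ntm* 139 and 414 CP20M, at least 9.59-fold higher. The pools differed several-fold from each other for both genes, and their adjusted p-values of 0.00907 and 0.00665 from limma were above 0.001.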

GFP^+ve^ cells were especially enriched in presynaptic and postsynaptic markers (*Syt14*, *Snap25*, *Syn1* and *Nlgn2*, *Dlg3*, *Shank2*, respectively) and expressed the neurofilament marker *Nefm* (Fig. 2D). These data are coherent with the function of EC cells, reported to establish interactions through neuropod processes with surrounding epithelial cells and synapses with enteric nerve cells (Bellono et al, 2017; Bohórquez et al, 2014, 2015). Moreover, since EEC differentiation involves transient intermediate committed states, each coined by a particular set of transcription factors (Gehart et al, 2019), we investigated the expression of these genes in Olfr78-expressing cells (Fig. 2E). 

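Of the 12 presynaptic genes of Fig. 2D, 12 had higher means in the HE pools, with a median log2 fold change of 4.15, which lay above that of all 10000 random lists of genes with similar expression. The list is the paper's own choice of changed genes in this comparison, so that this rank is no independent test. Limma called 7 of them when adjusted over all genes tested and 9 when adjusted over this list alone. *Snap25* had 161 and 185 CP20M in the Epcam +ve samples and 9735 and 15789 in the HE pools (log2 fold change 6.09, standard error 0.26, adjusted p = 9.5e-06 from limma). *Syt14* was at 3 and 2 reads in the Epcam +ve samples and at least 36.1-fold higher in the HE pools, at 760 and 1321 CP20M (adjusted p = 4.4e-04 from limma). *Syn1* rose from 9 and 52 CP20M to 645 and 867 CP20M, a log2 fold change of 4.46 (standard error 0.63) with an adjusted p of 0.00236 from limma, above 0.001. The 6 postsynaptic genes had a median log2 fold change of 0.55 and changed in both directions, with 4 higher and 2 lower. *Nlgn2* was called higher, from 36 and 11 CP20M to 910 and 881 CP20M (log2 fold change 4.86, standard error 0.53, adjusted p = 7.2e-04 from limma). *Dlg3* overlapped between the groups, with 733 and 555 CP20M in the Epcam +ve samples and 887 and 614 in the HE pools, and its log2 fold change of 0.21 (standard error 0.29) reversed to -0.054 without HE pool 1. *Shank2* was lower in the HE pools, at 645 and 401 CP20M against 1422 and 1131 (log2 fold change -1.3, standard error 0.29, adjusted p = 0.0154 from limma). *Nefm* rose from 36 and 31 CP20M to 2026 and 2321 CP20M (log2 fold change 5.65, standard error 0.35, adjusted p = 4.0e-05 from limma).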

GFP^+ve^ cells did not express early EEC markers (*Dll1*, *Isx*) but were enriched in key early/intermediate and intermediate transcriptions factors (TF) (*Pbx1*, *Rybp*, *Sox4* and *Pax4*, *Rcor2*, *Rfx3*, respectively), indicating that Olfr78 transcription initiates in these EEC progenitors. 

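*Dll1* had 127 and 147 CP20M in the HE pools and 224 and 278 in the Epcam +ve samples (log2 fold change -0.82, standard error 0.44, adjusted p = 0.209 from limma). *Isx* was well above the filter in both groups, with 1565 and 1494 CP20M in the HE pools and 2226 and 1398 in the Epcam +ve samples, and the groups overlapped (log2 fold change -0.21, standard error 0.25). Among the early/intermediate genes, *Sox4* had 1449 and 1593 CP20M in the Epcam +ve samples and 5167 and 5881 in the HE pools, a log2 fold change of 1.85 (standard error 0.18, adjusted p = 4.3e-04 from limma), past the adjusted p-value of 0.001 but under the log2 threshold of 2. The log2 fold change of *Rybp* was 0.61 (standard error 0.31, adjusted p = 0.184 from limma). Among the intermediate genes, *Pax4* rose from 9 and 72 CP20M to 1002 and 1387 CP20M (log2 fold change 4.91, standard error 0.67, adjusted p = 0.00206 from limma), where the Epcam +ve samples differed widely from each other. *Rfx3* rose from 528 and 524 CP20M to 1646 and 2561 CP20M (log2 fold change 1.94, standard error 0.26, adjusted p = 0.00204 from limma), and *Rcor2* from 36 and 21 CP20M to 104 and 174 CP20M (log2 fold change 1.94, standard error 0.62, adjusted p = 0.0535 from limma). Of *Dll1*, *Isx*, *Rybp*, *Sox4*, *Pax4*, *Rcor2* and *Rfx3*, none was past both thresholds of limma. The quasi-likelihood test of edgeR called *Pax4* and *Rfx3*.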

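Of the transcription factors *Insm1*, *Neurod1*, *Rfx6*, *Lmx1a*, *Pax6*, *Egr3* and *Emb*, *Neurod1* was the most abundant in the HE pools, with 12382 and 17016 CP20M against 152 and 114 in the Epcam +ve samples (log2 fold change 6.68, standard error 0.24, adjusted p = 4.9e-06 from limma). *Insm1* had 54 and 31 CP20M in the Epcam +ve samples and 3406 and 4948 in the HE pools, a log2 fold change of 6.33 (standard error 0.35, adjusted p = 2.6e-05 from limma). *Rfx6* and *Lmx1a* were also called, with log2 fold changes of 5.28 and 5.66 and standard errors of 0.46 and 0.35. *Egr3* rose from 170 and 72 CP20M to 2751 and 2347 CP20M (log2 fold change 4.39, standard error 0.39, adjusted p = 2.6e-04 from limma). *Pax6*, at 9 and 62 CP20M in the Epcam +ve samples and 553 and 814 in the HE pools, and *Emb*, at 45 and 21 CP20M in the former and 438 and 1081 in the latter, had adjusted p-values of 0.00388 and 0.00251 from limma, above 0.001. The quasi-likelihood test of edgeR called both.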

Expression of *Olfr78* was also maintained in intermediate/late and late EEC cells based on enrichment of GFP^+ve^ cells in the following TFs (*Insm1*, *Neurod1*, *Rfx6*, *Lmx1a* as well as *Pax6*, *Egr3,* and *Emb*) (Figs. 2E and EV2B,C). Altogether, these data indicated that Olfr78 is expressed in epithelial EEC progenitors during their commitment towards L and EC lineages and in mature EEC subtypes.

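Fig. 2E lists 5 genes for each of 5 stages of EEC differentiation. Between the HE pools and the Epcam +ve samples, the median log2 fold change was -0.82 for the early genes, 0.61 for the early/intermediate, 1.94 for the intermediate, 6.15 for the intermediate/late and 4.08 for the late genes. The early median lay at percentile 4.26 of 10000 random lists of genes with similar expression, and the early/intermediate median at percentile 95.5. The intermediate median lay at percentile 99.9, and both later ones were above all random lists. The lists are the paper's own choice of changed genes in this comparison, so that these ranks are no independent test. Limma called 5 of the intermediate/late genes and 1 of the late genes, and 0 in each of the first 3 stages, where 3, 2 and 4 genes had an unadjusted p-value under 0.05. Adjusted over each list alone, 0, 0, 1, 5 and 4 genes were called, in the same order. From the enrichment of genes from the early/intermediate to the late stages in GFP +ve cells, together with the L and EC cell markers, the paper concludes that Olfr78 is expressed in EEC progenitors as they commit to these lineages and in mature EECs.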

**Figure 2:**
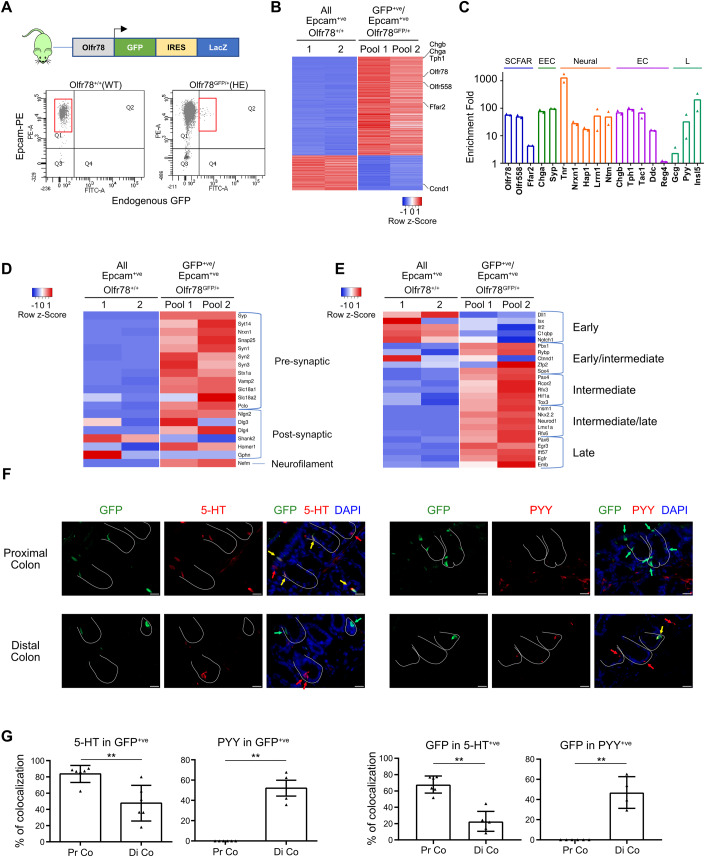
Olfr78 is expressed in different subtypes of enteroendocrine cells in the colon. (**A**) Top: Schematic representation of the Olfr78-GFP knockin/knockout mouse line. Bottom: strategy of isolation and sorting by flow cytometry of Epcam^+ve^/GFP^+ve^ cells. Graphs show 10,000 cells and 90,000 cells in Olfr78^+/+^ (WT) and Olfr78^GFP/+^ (heterozygous, HE) samples, respectively. (**B**) Heatmap of differentially regulated genes in colon Epcam^+ve^/GFP^+ve^ cells (each pool obtained from 2 Olfr78^GFP/+^ mice) versus Epcam^+ve^ cells (2 biological replicates from a single WT mouse) showing log_2_ fold change < −2 or >2 and false discovery rate ≤ 0.001. (**C**) Histogram showing fold change of expression of relevant marker genes in Epcam^+ve^/GFP^+ve^ cells vs Epcam^+ve^ cells. (**D**) Heatmap of differentially regulated pre-synaptic, synaptic, and neuropod-associated genes in Epcam^+ve^/GFP^+ve^ cells vs Epcam^+ve^ cells. (**E**) Heatmap of differentially expressed transcription factors involved in EEC differentiation in Epcam^+ve^/GFP^+ve^ cells vs Epcam^+ve^ cells. (**F**) Immunofluorescence showing 5-HT or PYY production in GFP^+ve^ cells in proximal and distal colon of Olfr78^GFP/+^ mice. Crypts are delineated in white. Red and green arrows point to cells expressing only hormones or GFP, respectively. Yellow arrows indicate GFP^+ve^ cells colocalizing with 5-HT or PYY. Nuclei were counterstained with DAPI. (**G**) Quantification of GFP^+ve^ cells expressing 5-HT or PYY in proximal and distal colon (Pr Co and Di Co, respectively) or 5-HT^+ve^ and PYY^+ve^ cells expressing GFP. Each symbol indicates the value of a given mouse. Data information: Scale bars = 20 µm (**F**). Data are represented as mean ± SEM. **P < 0.01, Mann–Whitney test (**G**). Source data are available online for this figure.

**Figure EV2:**
Olfr78 is expressed in different subtypes of enteroendocrine cells in the colon. (**A**) FACS strategy for initial population selection and doublets exclusion. (**B**) List of the 20 most up or downregulated genes in Epcam^+ve^/GFP^+ve^ cells as compared to all Epcam^+ve^ cells, ranked by FDR. (**C**) List of significantly up and downregulated transcription factors in Epcam^+ve^/GFP^+ve^ cells as compared to all Epcam^+ve^ cells.

We confirmed these results on colon tissues of Olfr78-GFP HE mice by immunofluorescence studies. Indeed, the GFP reporter was detected in the EC and L cell lineages (in accordance with 5-HT and PYY expression, respectively) (Fig. 2F,G). Interestingly, GFP was expressed in L (PYY^+ve^) cells exclusively located in the distal colon, in agreement with a previous report (Billing et al, 2019). In contrast, GFP expression in EC (5-HT^+ve^) cells was predominant in the proximal colon (Fig. 2F,G). Overall, these results revealed a regional expression pattern of colon epithelial Olfr78-expressing cells in EEC subtypes.

### Loss of Olfr78 impairs terminal differentiation into enterochromaffin cells

To investigate whether Olfr78 could play any role in the colon, we took advantage of the Olfr78-GFP knockin/knockout mouse line. First, we confirmed that Olfr78-GFP homozygous mice were knockouts (KO) in the whole colon by qRT-PCR (using primers targeting the coding exon) and by RNAscope (Figs. 3A and EV3A). At the histological level, loss of Olfr78 did not significantly affect Goblet cell differentiation or cell proliferation in colon (Figs. 3B and EV3B). After having checked that GFP^+ve^ cells were detectable in the colon of Olfr78-GFP KO (Fig. EV3C), we sorted by flow cytometry colon Epcam^+ve^/GFP^+ve^ cells from these mice (2 pools, each obtained from 2 individual mice) (Fig. 3C). Then, we compared their transcriptome obtained by bulk RNAseq to that of Epcam^+ve^/GFP^+ve^ cells from Olfr78-GFP HE mice (Fig. 3D, upper panel). This resulted in a list of 364 genes up- and 1,174 genes downregulated in epithelial GFP KO vs HE cells. 

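The KO cells came from 2 pools, each from 2 mice, and were compared with the 2 pools of HE mice described above, whose values are in the same table. The KO pools had 532702 and 1721174 reads on genes, so that 1 read was worth 38 CP20M in KO pool 1 and 11.6 in KO pool 2. As in the paper's methods, genes above 40 CP20M in all 4 pools were kept, 11892 genes. The criterion of the methods was applied to the CP20M values, namely a difference of the group means of more than 2 times the average of the group SDs and a log2 ratio of the means beyond 0.585 in either direction. It is not adjusted for the number of genes, and limma on log2(CP20M + 10) was run beside it. The targeted gene *Olfr78* had 977 and 837 CP20M in the KO pools, from 26 and 72 reads, against 4612 ± 298 (SD, n = 2) in the HE pools. Its log2 fold change was -2.34 (standard error 0.29, adjusted p = 0.401 from limma), and it was past the criterion of the methods. The values are per gene, so reads on exons that the GFP cassette leaves in place cannot be told from reads on the coding exon.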

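Under the criterion of the methods, 384 genes were higher and 1187 lower in the KO pools. Rescaling each pool by the median of its ratios to the mean pool, which moved the median log2 fold change of all genes from -0.18 to -0.018, gave 655 genes higher and 633 lower. This alternative moved the balance between the directions most. Limma, adjusted over the same genes, called 0 genes at an adjusted p-value under 0.05, while 503 had an unadjusted p-value under 0.05. DESeq2 on the recovered reads called 5 genes higher and 3 lower, the latter including *Olfr78* and *Olfr558*. Pools with the same number in the sample titles did not deviate together, with a correlation of -0.256 across genes between their deviations from the group means. With the pool number as a block, 321 genes were higher and 664 lower under the criterion, and limma called 0 (307 at an unadjusted p-value under 0.05). With the pairs crossed, KO pool 1 with HE pool 2 and KO pool 2 with HE pool 1, the rule for pairs gave 370 genes higher and 796 lower. As a block, this pairing, chosen after seeing the data, gave 29 genes higher and 56 lower by limma.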

Strikingly, Olfr78 deficiency correlated with de-enrichment in biological processes associated with neurogenesis, regulation of secretion, and synapse organization (downregulated pre-synaptic and post-synaptic associated genes are listed in Fig. EV3D) meanwhile cell division, DNA replication, and cellular response to stress were upregulated in GFP^+ve^ KOs vs HEs (Fig. 3D, lower panel). 

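All 41 pre- and postsynaptic genes of Fig. EV3D were lower in the KO pools and past the criterion of the methods, with a median log2 fold change of -1.23, or -1.07 after the median-of-ratios rescaling. Limma called 0 of them when adjusted over all genes tested, with 33 at an unadjusted p-value under 0.05, and 28 when adjusted over the list alone. The list holds the paper's own calls on these data. *Nrg1* and *Kcnip3* were among those with the largest decreases. *Nrg1* had 196 and 441 CP20M in the HE pools and 76 and 70 in the KO pools (log2 fold change -1.88, standard error 0.59, adjusted p = 0.931 from limma). *Kcnip3* had 564 and 707 CP20M in the HE pools and 188 and 105 in the KO pools, and its log2 fold change was -2.09 (standard error 0.52). The more abundant *Syp* and *Ptprn* had log2 fold changes of -1.02 (standard error 0.39) and -1.18 (standard error 0.35). For cell division, a list of 28 genes was written before the data were examined, and 21 of them were tested. Their median log2 fold change was 0.46, above that of all 10000 random lists of genes with similar expression, and 0.61 after the rescaling. Of them 17 were higher in the KO pools, and *Top2a*, *Mcm3* and *Mcm5* were past the criterion. Limma called 0 when adjusted over all genes and 0 when adjusted over the list, with 0 at an unadjusted p-value under 0.05. The mean log2 value of the list varied within the groups with an SD of 0.48, about as large as its shift. The rank treats the genes as independent, so that the spread between pools could give such a shift. *Top2a* had 1301 and 294 CP20M in the HE pools and 1615 and 1592 in the KO pools, so that the HE pools differed from each other more than the KO pools did. The enrichment analysis of Fig. 3D was not repeated here, because its gene sets were not used here.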

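The 14 EC markers of Figs. 3E and EV3E were all lower in the KO pools than in the HE pools in their means, with a median log2 fold change of -1.13, below that of all 10000 random lists of genes with similar expression. Of them 13 were past the criterion of the methods. Limma called 0 when adjusted over all genes tested, with 10 at an unadjusted p-value under 0.05, and 6 when adjusted over the list alone. The list is the paper's own choice on these data. *Tph1* (ENSMUSG00000040046) had 134018 ± 19609 (SD, n = 2) CP20M in the HE pools and 69373 ± 29747 (SD, n = 2) in the KO pools, a log2 fold change of -1.01 (standard error 0.50, adjusted p = 0.931 from limma). *Ddc* had 12715 and 13575 CP20M in the HE pools and 7810 and 3951 in the KO pools, and *Gch1* had 1105 and 1507 in the HE pools and 939 and 430 in the KO pools. Their log2 fold changes were -1.24 (standard error 0.36) and -1.01 (standard error 0.45). With each pool left out in turn, these ranged from -1.73 to -0.75 and from -1.56 to -0.45. Those of *Tph1* and *Lmx1a* ranged from -1.46 to -0.56 and from -1.62 to -0.45. The size, but not the direction, of these changes depended on the pools kept. The mean difference of *Gch1* was -1.93 times the average SD, short of the criterion's -2, and *Gch1* was the only EC marker of the list not past it. The granule genes *Chgb*, *Chga*, *Rab3c* and *Gstt1* had log2 fold changes of -1.13, -1.02, -1.16 and -0.97, with standard errors of 0.76, 0.60, 0.36 and 0.42. *Chgb* had 468364 and 630029 CP20M in the HE pools and 322506 and 191903 in the KO pools, so that the KO pools differed from each other by more than the HE pools did relative to their means. The transcription factors *Lmx1a* and *Fev* fell from 4718 and 5601 CP20M in the HE pools to 3755 and 1662 in the KO pools and from 1266 and 1894 to 1014 and 489, respectively, with log2 fold changes of -1.04 (standard error 0.40) and -1.12 (standard error 0.43). The values of *Lmx1a*, *Fev*, *Tph1*, *Ddc* and *Chgb* were lower in KO pool 2 than in KO pool 1. In each of these genes both KO pools were below both HE pools, which 16.7% of random splits of 4 pools into 2 and 2 would give. KO pool 2 had 20.5% of its values on mitochondrial genes, against 11.1% and 9.92% in the HE pools and 12.9% in KO pool 1. Non-coding transcripts held 19.3% in KO pool 1, 12.1% in KO pool 2 and 13.4% and 15.8% in the HE pools. Whether these differences play a part was not tested.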

Next, focusing on the EEC subtypes previously identified as expressing the Olfr78 receptor, we observed significant two-fold reduction in EC markers involved in serotonin production and metabolism (*Tph1*, *Ddc, Gch1*), granule secretion (*Chgb*, *Chga, Rab3c, Gstt1*), and lineage commitment (*Lmx1a*, *Fev*) in GFP^+ve^ KO cells (Figs. 3E and EV3E). In contrast, similar comparison on L cell marker genes (*Pyy*, *Gcg*, *Insl5*, *Etv1*) did not evidence any clear differential expression pattern in GFP^+ve^ KO cells (Figs. 3E and EV3E). These data suggested that the loss of Olfr78 expression in EEC precursors was specifically interfering with the EC subtype terminal differentiation. 

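The 8 L cell markers of Figs. 3E and EV3E had a median log2 fold change of -0.19, at percentile 53.3 of random lists of genes with similar expression. By their log2 fold changes on log2(CP20M + 10), 3 were higher and 5 lower. *Pcsk1* and *Aplp1* were lower and past the criterion of the methods, with log2 fold changes of -1.01 (standard error 0.32) and -1.35 (standard error 0.33). Limma called 0 of the 8 when adjusted over all genes tested, with 2 at an unadjusted p-value under 0.05, and 1 when adjusted over the list alone. *Pyy* had 5017 and 681 CP20M in the HE pools and 2516 and 2568 in the KO pools, *Gcg* 1600 and 401 against 639 and 1767, *Insl5* 1899 and 441 against 564 and 1139, and *Etv1* 357 and 67 against 113 and 221. For each of these 4 genes the KO and HE pools overlapped and the HE pools differed from each other several-fold. With each pool left out in turn, the log2 fold change ranged from -0.98 to 1.88 for *Pyy*, from -0.58 to 1.39 for *Gcg*, from -1.23 to 0.85 for *Insl5* and from -1.12 to 1.13 for *Etv1*, so that the direction of each changed with the pools kept. Their standard errors were 0.76, 0.69, 0.66 and 0.79, in the same order, so that changes of that size were not detectable for these genes.

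**Figure D2:**
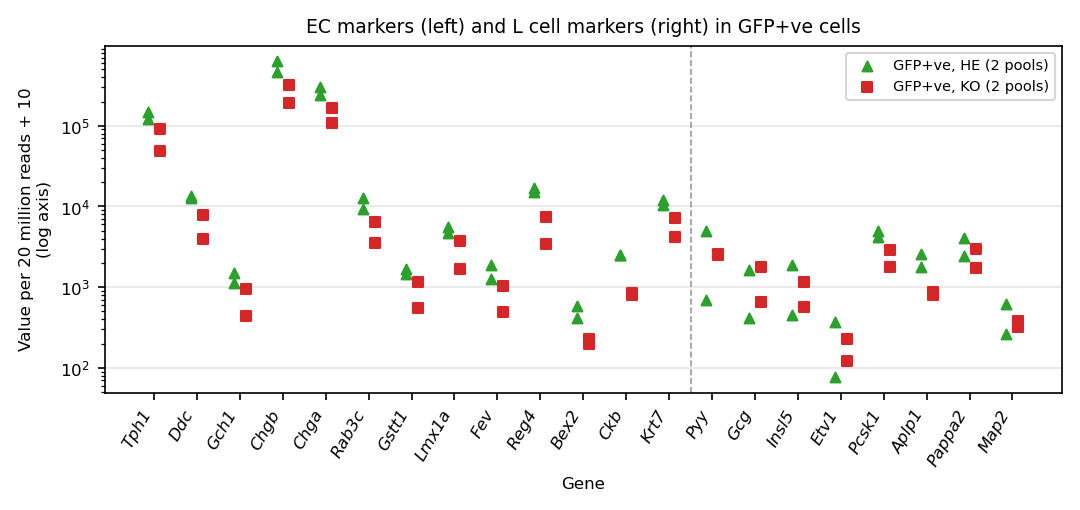
CP20M plus 10 (log axis) of EC (left) and L cell (right) marker genes in the 2 GFP +ve pools of HE mice (triangles) and the 2 GFP +ve pools of KO mice (squares), 1 point per pool. Both KO pools lie below both HE pools for every EC marker shown, and the pools overlap for *Pyy*, *Gcg*, *Insl5*, *Etv1*, *Pappa2* and *Map2*.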

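The 2 lists together gave 14 of 14 EC markers and 5 of 8 L cell markers with lower values in the KO pools. After the median-of-ratios rescaling the median log2 fold change was -0.96 for the EC markers and -0.033 for the L cell markers. The difference between the 2 lists itself was not tested, since the genes of a list are not independent and each genotype had 2 pools. From the lower EC markers and the absence of a clear pattern in the L cell markers, the paper proposes that loss of Olfr78 in EEC precursors interferes with the terminal differentiation of EC cells in particular.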

Downregulation of *Chgb* expression, but not *Pyy or Gcg*, was confirmed by qRT-PCR on the whole proximal colon exclusively (Fig. 3F). To our surprise, expression of the cognate SCFA receptor Olfr558, whose gene lies 30 kb distant from the Olfr78 gene on chromosome 7, dropped down to 19% residual levels in Olfr78-deficient tissues (Fig. 3F). Accordingly, the numbers of 5-HT^+ve^ and Olfr558^+ve^ cells in proximal colon were significantly reduced (by 26% and 74%, respectively) in the absence of Olfr78 expression (Fig. 3G). Since Olfr558 is expressed by EC cells in the small intestine (Bellono et al, 2017), we further analyzed its expression in colon using a new knock-in Olfr558-BFP line in which BFP is expressed under the control of the Olfr558 promoter (Fig. EV3F). Meanwhile, 60% of Olfr558-expressing cells produced 5-HT, only 35% of EC cells expressed the Olfr558 receptor (Fig. EV3F). In addition, BFP^+ve^ cells did not colocalize with the L cell marker PYY in proximal colon (Fig. EV3F). Next, to fully decipher the identity of epithelial GFP^+ve^ KO cells, we performed single-cell RNAseq (scRNAseq) on colon cells from Olfr78-GFP WT and Olfr78-GFP KO mice. After data merging using the Seurat package, we isolated and clustered EECs defined by *Chga* expression in epithelial cells (Fig. 3H). In the Olfr78 WT sample, as expected, the EEC cluster was constituted of 2 groups, defined as EC and L cells, based on specific marker genes expression (Fig. 3I,J). In the Olfr78 KO sample, the L cell group was also present and exhibited a transcriptome similar to that of WT L cells. In contrast, the EC group was extremely reduced in Olfr78-deficient tissues and appeared to be replaced by a third cluster of cells in an “undefined state” (Fig. 3I,J). Indeed, this later group of cells expressed low levels of EC marker genes (such as *Tph1*, *Chgb,* or *Ddc*) and higher levels of non-EEC genes, such as *Sycn* involved in pancreatic acinar cell exocytosis, *Mfsd4a* an atypical solute carrier transporter expressed in several brain areas and *Tfdp2*, a transcription factor involved in cell cycle control (Asle et al, 2005; Chen and Lodish, 2014; Perland et al, 2017). In addition, *Agr2* and *Muc2*, two early goblet cell differentiation markers, were also enriched in Olfr78 KO cells. The observation that *Tph1* was not found downregulated on whole tissues may be explained in part by the fact that this gene, coding for the rate-limiting enzyme in serotonin synthesis, is expressed in about 35% of the EC cells that do not express Olfr78, in few epithelial secretory progenitors in both WT and KO tissues as well as in a fraction of cells from the undefined cluster in Olfr78-deficient mice (Figs. 2G, 3H–J). Altogether, these scRNAseq studies further indicated that loss of Olfr78 in mouse colon results in improper EC differentiation, blocking cells in an undefined state, with characteristics of secretory lineage identity.

**Figure 3:**
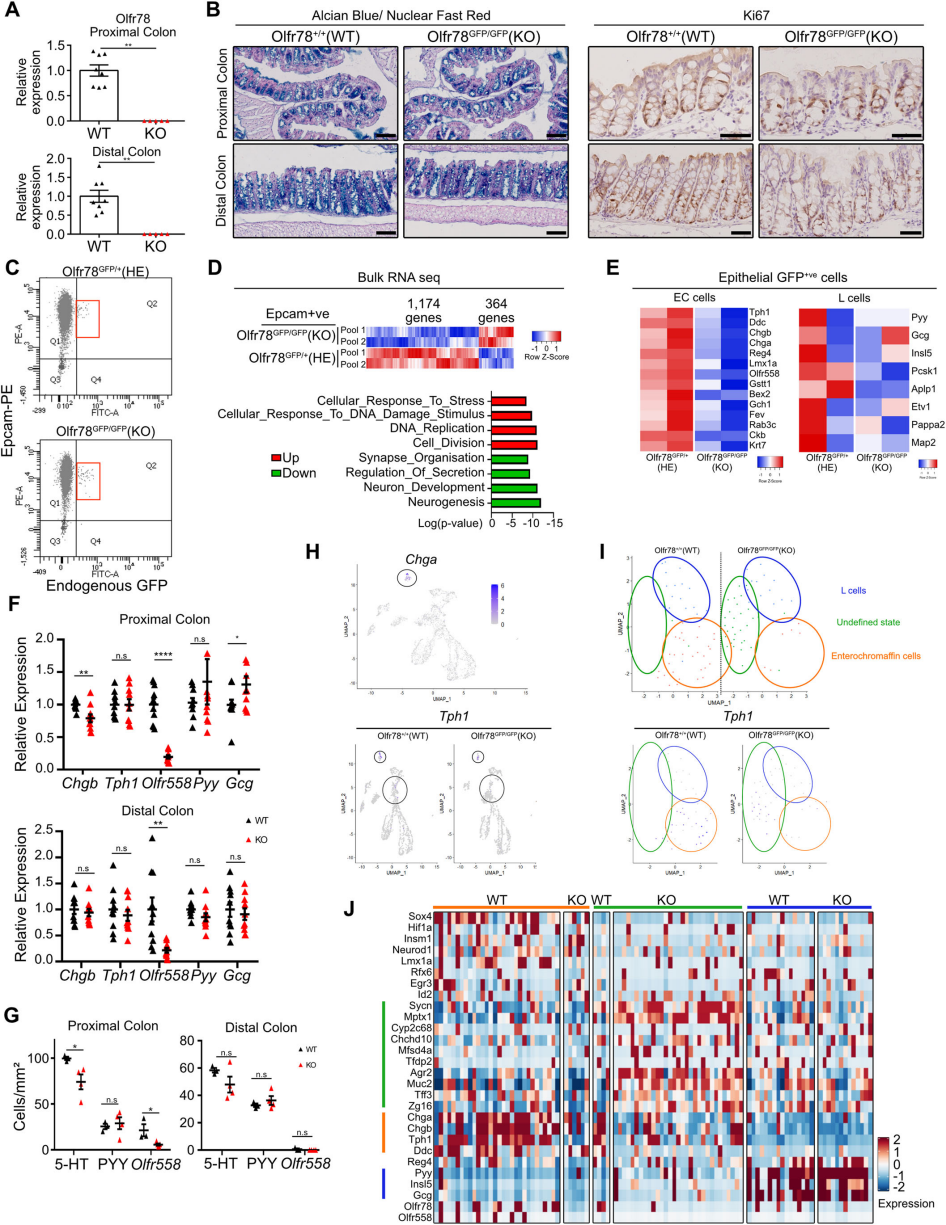
Loss of Olfr78 impairs terminal differentiation into enterochromaffin cells. (**A**) Analysis of Olfr78 expression by qRT-PCR in proximal and distal colon from WT and Olfr78-GFP KO mice. Relative expression levels were arbitrary set to 1 in WT samples. Each symbol indicates the value of a given mouse (*n* = 8 WT, 5 KO). (**B**) Representative images showing Alcian Blue-Nuclear Fast Red staining to evidence Goblet cell differentiation (left) and immunohistochemistry for Ki67 staining (right) on proximal and distal colon in Olfr78-GFP WT and Olfr78-GFP KO mice. (**C**) Bottom: strategy of isolation and sorting by flow cytometry of Epcam^+ve^/GFP^+ve^ cells. Graphs show 90,000 cells in Olfr78^GFP/+^ (HE) and Olfr78^GFP/GFP^ (homozygous/knockout, KO) samples, respectively. (**D**) Transcriptome comparison between colon epithelial Olfr78-GFP KO vs Olfr78-GFP HE GFP^+ve^ cells by bulk RNA seq. Upper panel: heatmap of differentially expressed genes between epithelial Epcam^+ve^/GFP^+ve^ cells coming from 2 pools of 2 different Olfr78-GFP HE or KO mice. The number of genes differentially modulated is indicated. Lower panel: GSEA-Biological processes for upregulated (red) and downregulated (green) gene lists in Olfr78-GFP KO vs Olfr78-GFP HE GFP^+ve^ cells. (**E**) Heatmaps showing expression levels of EEC markers in sorted epithelial Olfr78-GFP HE and Olfr78-GFP KO GFP^+ve^ pools. (**F**) Expression of EEC markers analyzed by qRT-PCR on Olfr78-GFP WT and Olfr78-GFP KO proximal and distal colon biopsies. Relative expression levels were set to 1 in WT samples. Each symbol indicates the value for a given mouse (*n* = 10 WT, 10 KO). (**G**) Quantification of 5-HT, PYY, and *Olfr558* expressing cells in proximal and distal colon of Olfr78-GFP WT and Olfr78-GFP KO mice performed based on IHC staining (5-HT and PYY) or RNAscope (*Olfr558*). Each symbol indicates the value of a given mouse (*n* = 3 WT, 4 KO). (**H**) Upper panel: UMAP of merged epithelial cells from WT (*n* = 1764 cells) and KO (*n* = 1500 cells) mice after scRNAseq. The cell cluster showing *Chga* expression is circled. Lower panel: Umap of WT and KO epithelial cells showing *Tph1* expression. (**I**) Upper panel: UMAPs of WT and KO *Chga*-expressing EEC cells showing clustering into 3 cell populations. Lower panel: Umap of WT and KO EEC cells showing *Tph1* expression. (**J**) Heatmap showing the expression of various genes in the 3 EEC-associated groups identified in (**I**). Data information: Scale bars = 100 µm (Alcian Blue) or 50 µm (Ki67) (**B**). Data are represented as mean ± SEM. (**A**) Mann–Whitney tests: **P = 0.0016 (Pr Co and Di Co). (**F**) Unpaired t-tests (Tph1 in Pr Co; Chgb, Tph1, and Pyy in Di Co), unpaired t-tests with Welch’s correction (Chgb, and Olfr558 in Pr Co and Olfr558 in Di Co), Mann–Whitney test (Pyy in Pr Co). n.s = not significant; *P < 0.05; **P < 0.01; ***P < 0.001. (**G**) Unpaired t-tests (5-HT and PYY in Pr Co), Mann–Whitney test (Olfr558 in Pr Co and 5-HT, PYY and Olfr558 in Di Co). n.s = not significant; *P < 0.05. Source data are available online for this figure.

**Figure EV3:**
Loss of Olfr78 impairs terminal differentiation into enterochromaffin cells. (**A**) Olfr78 expression in proximal colon of WT, HE and Olfr78-GFP KO mice analyzed by RNAscope. Arrows and arrowheads identify epithelial and mesenchymal Olfr78-expressing cells, respectively. (**B**) Quantification of cell proliferation (Ki67^+ve^ cells) in proximal colon crypts of Olfr78-GFP WT and KO mice. Each symbol indicates the value for a given mouse (n = 6 WT, 5 KO). (**C**) GFP expression in proximal colon of WT, HE and Olfr78-GFP KO mice analyzed by Immunohistochemistry. (**D**) List of downregulated genes in Olfr78-GFP KO Epcam^+ve^/GFP^+ve^ cells related to GSEA pre- or post-synapse gene lists, ranked by Log_2_(Fold Change). (**E**) Histograms showing the expression of target genes in the bulk RNAseq from Fig. 3D. CP20M: counts per 20 million mapped reads. (**F**) Upper panel: Quantification of colocalization between 5-HT or PYY and BFP in the newly generated Olfr558-BFP mouse line (BFP cassette replacing the Olfr558 coding region). Each symbol indicates the value of a given mouse (*n* = 4). Lower panel: Representative pictures of double immunohistochemistry showing 5-HT/BFP and PYY/BFP co-stainings in proximal colon of Olfr558-BFP WT or HE mice. Data information: Scale bars: 50 µm (**A**, **C** and **F**) or 25 µm (**A** and **C**, inset). Data are represented as mean ± SEM.; unpaired t-test, n.s = not significant.

### Terminal differentiation into serotonin-producing cells is regulated by epithelial Olfr78 expression

Since Olfr78-expressing cells were detected in epithelium and mesenchyme throughout the colon, we sought to further investigate if the phenotype observed in full Olfr78-GFP KO mice was related to loss of expression in the epithelium, mesenchyme or both compartments. Moreover, this study also aimed at determining whether the double Olfr78/Olfr558 KO phenotype observed in the Olfr78-GFP line could result from unintended Olfr558 KO phenotype due to the proximity of both genes on the genome. For this purpose, we generated a new mouse line harboring an Olfr78 floxed allele targeting the coding exon, thereafter referred to as Olfr78^fx^ (Fig. 4A). To study the impact of epithelial ablation of Olfr78 on EEC differentiation, Olfr78^fx^ mice were crossed with Vil1^Cre/+^ mice (where Cre recombinase is expressed under the control of the Villin promoter, active in epithelial cells) to generate Vil1^Cre/+^-Olfr78^fx/fx^ mice, referred to as Olfr78 eKO (eKO, for KO in epithelium). First, we validated the efficient deletion of the targeted region on DNA isolated from colon biopsies of Vil1^Cre/+^-Olfr78^fx/fx^ (Fig. EV4A). We also confirmed by RNAscope that loss of Olfr78 was restricted to the epithelium, with non-epithelial expression being preserved and representing 12% residual *Olfr78* expression in proximal colon by qRT-PCR analysis (Fig. 4B,C). Then, we investigated colon histology and mucus production by Alcian Blue staining and did not notice any significant altered Goblet cell differentiation or change in epithelial cell proliferation (Figs. 4D and EV4B). Next, EEC cell differentiation was studied by qRT-PCR using EC and L cell marker genes. As observed in Olfr78-GFP KO mice, Olfr78 eKO mice exhibited a consistent reduction in the EC markers *Chgb* and *Olfr558* (by 35% and 48%, respectively) in proximal, but not distal colon (Fig. 4E). Instead, expression levels of the L cell markers *Pyy* and *Gcg* were not different between the genotypes (Fig. 4E). Moreover, in agreement with qRT-PCR analyses, the density in EC cells was decreased by 32% in the proximal colon of eKO mice as compared to littermate controls whereas no change in EC and L cells density was observed in distal colon (Fig. 4F). Altogether, these findings further demonstrated that epithelial expression of Olfr78 in EECs is necessary to generate mature EC cells in proximal colon. To determine whether Olfr78 loss could alter colon 5-HT levels, we measured this hormone in stools collected from controls and eKO mice. Consistent with overall decrease in EC density in the absence of this SCFA receptor, 5-HT concentration was found tendentially reduced by 25% in eKO mice (*p*-value = 0.0797) (Fig. 4G). However, this did not affect global stool transit, a process promoted by 5-HT (Fig. EV4C).

**Figure 4:**
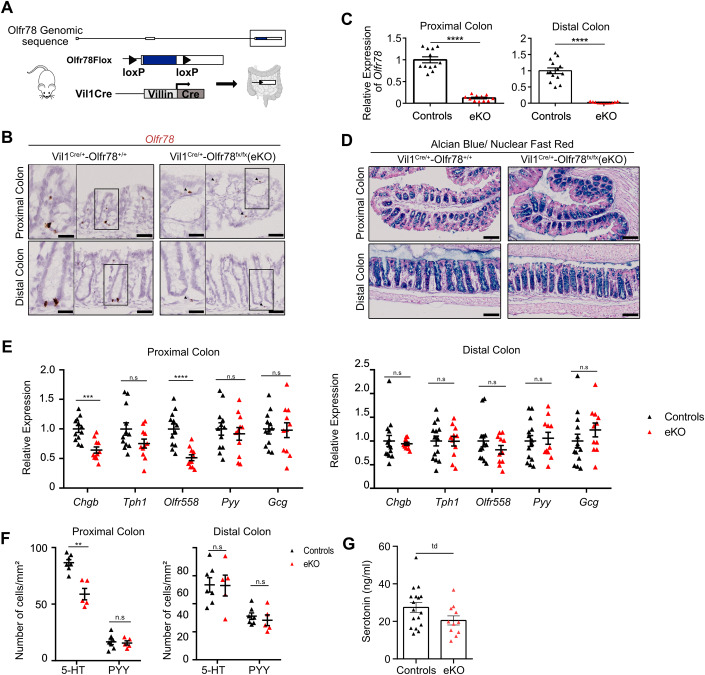
Terminal differentiation into serotonin-producing cells is regulated by epithelial Olfr78 expression. (**A**) Genomic construction of the Olfr78^fx^ line. The LoxP sites flanking the exon 3 coding for Olfr78 are evidenced. The coding sequence is labeled in blue. (**B**) Representative pictures of RNAscope staining showing specific epithelial ablation of *Olfr78* expression in Vil1^Cre/+^-Olfr78^fx/fx^ (eKO) mice but not in Vil1^Cre/+^-Olfr78^+/+^ mice. Arrowheads show non-epithelial expression of *Olfr78*. (**C**) Analysis of residual *Olfr78* expression by qRT-PCR in control or eKO colon biopsies. Relative expression levels were arbitrary set to 1 in control samples. Each symbol indicates the value of a given mouse (*n* = 12 controls and 11 eKO). Controls corresponded to Vil1^+/+^-Olfr78^fx/fx^ and Vil1^Cre/+^-Olfr78^+/+^ mice. (**D**) Representative pictures of Alcian Blue-Nuclear Fast Red staining on proximal and distal colon from Vil1^Cre/+^-Olfr78^+/+^ or Vil1^Cre/+^-Olfr78^fx/fx^. (**E**) Expression of EEC markers was analyzed by qRT-PCR on colon biopsies from controls or eKO mice. Relative expression levels were arbitrary set to 1 in controls. Each symbol indicates the value for a given mouse (*n* = 12–14 controls, 11 eKO). (**F**) Quantification of 5-HT and PYY-expressing cells in proximal and distal colon tissues from controls or eKO mice performed based on IHC staining. Each symbol indicates the value of a given mouse (*n* = 7 controls, 5 eKO). (**G**) Serotonin levels in stools collected from controls and eKO colon (mice age: between 8 and 27 weeks old). Each symbol indicates the value of a given mouse (*n* = 17 controls, 11 eKO). Data information: Scale bars: 50 µm (**B**, large view) or 25 µm (**B**, inset), 100 µm (**D**), Data are represented as mean ± SEM. (**C**) Unpaired t-tests with Welch’s correction, ****P < 0.0001. (**E**) Unpaired t-tests (Pr Co), Mann–Whitney test (Di Co). n.s = not significant; ***P < 0.001; ****P < 0.0001. (**F**) Mann–Whitney tests, n.s = not significant, **P < 0.01. (**G**) Unpaired t-test, td tendency (*p* = 0.0797). Source data are available online for this figure.

**Figure EV4:**
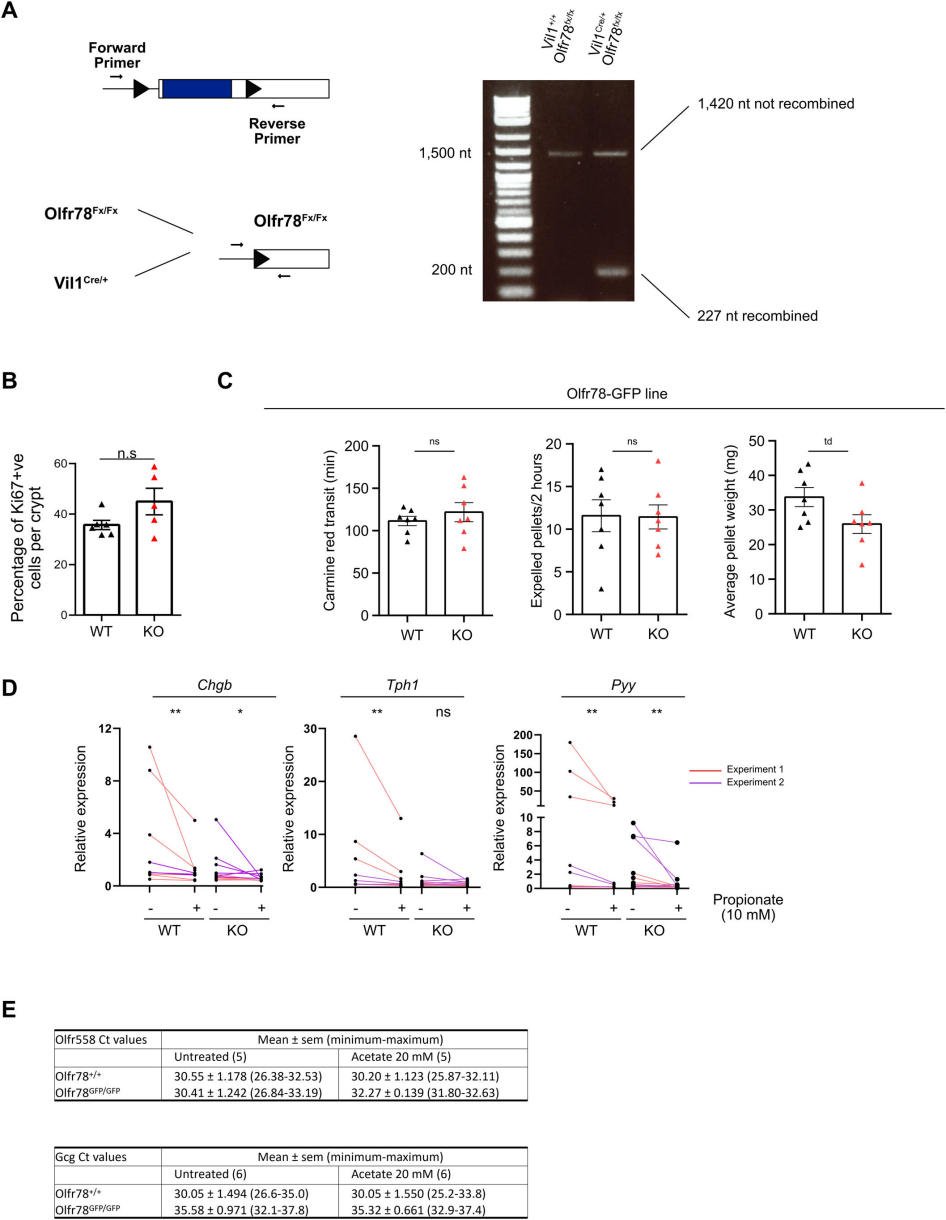
Terminal differentiation into serotonin-producing cells is regulated by epithelial Olfr78 expression. (**A**) Left: PCR strategy for loxp sites recombination verification in Vil1^Cre/+^-Olfr78^fx/fx^. Right: Gel electrophoresis showing WT and recombinant bands in Vil1^Cre/+^-Olfr78^fx/fx^. (**B**) Quantification of Ki67^+ve^ cells in proximal colon crypts of Olfr78-GFP WT and KO mice. Each symbol indicates the value for a given mouse. (**C**) Histograms showing the transit time of carmine red (left), the number of fecal pellets expelled during 2 h (middle) and the average wet stools weight (right) in Olfr78-GFP WT or KO mice. Each symbol indicates the value for a given mouse (*n* = 7 WT and 7 KO). (**D**) Graphs showing the relative expression levels of EEC markers analyzed by qRT-PCR on colon organoids after 48 h of treatment with propionate at 10 mM. Data are reported as the relative expression levels in treated and control conditions in Olfr78-GFP WT and KO organoids. Each symbol indicates the individual value of a given organoid line in each experiment (*n* = 3–6 WT and 6 KO). Colored lines identify paired samples in 2 independent experiments. (**E**) Raw cycle threshold values obtained from qPCR experiments performed on Olfr78-GFP WT or KO organoids (mean ± SEM). Data information: Data are represented as mean ± SEM.; (**B**, **C**) unpaired t-test n.s = not significant; td: tendency (*p* = 0.0673), (**D**) Wilcoxon matched-pairs signed rank test, n.s = not significant, *P < 0.05, **P < 0.01.

### Enterochromaffin cell differentiation involves activation of the Olfr78 receptor via the SCFA ligand acetate

Finally, to investigate the molecular mechanisms by which Olfr78 can contribute to EC differentiation, we used a 3D organoid culture model (Sato et al, 2011). Following 7 days of culture after replating, Olfr78-GFP WT or Olfr78-GFP KO colon organoid lines (generated from individual mice) were stimulated for 48 hs with natural Olfr78 agonists: acetate or propionate at a concentration of 20 mM and 10 mM, respectively (Figs. 5A and EV4D, E). As shown in Fig. 5B, WT organoids appeared more prone to express EEC markers as compared to KOs under untreated conditions. Expression of *Chgb* and *Tph1*, used as the most specific markers of EC maturation, but not the L cell marker *Pyy*, was upregulated by 55% in WT organoids upon acetate challenge, showing that this SCFA stimulates EC differentiation. In contrast, expression of *Chgb* was downregulated by 23% in Olfr78-GFP KOs following acetate challenge as compared to untreated conditions (Fig. 5B). Moreover, propionate induced downregulation of EC and L cell markers irrespective of the genotype (Fig. EV4D). Note that expression of *Olfr558* and *Gcg* (markers of EC and L cells, respectively) remained at very low levels whatever the tested organoids and culture conditions (Fig. EV4E). Together, these data indicated that maintenance of EC maturation involves activation of the epithelial Olfr78 receptor via its ligand acetate in the mouse colon.

**Figure 5:**
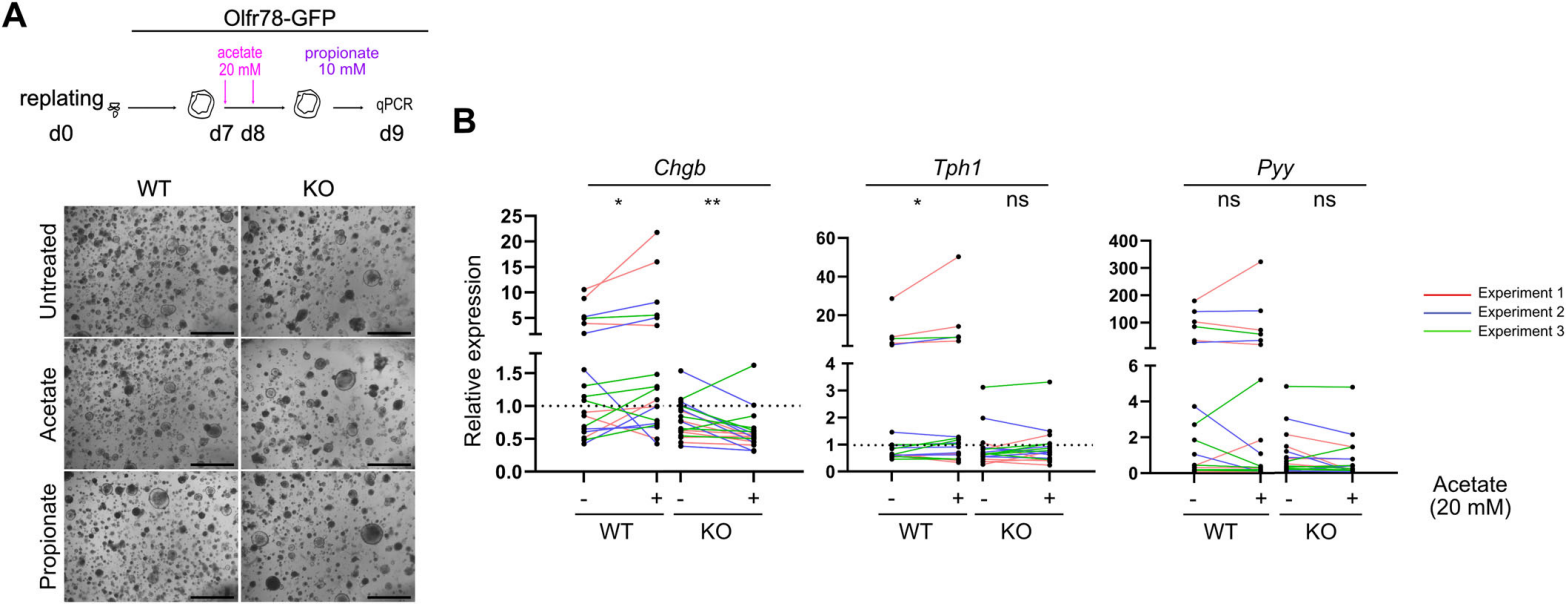
Enterochromaffin cell differentiation involves activation of the Olfr78 receptor via the SCFA ligand acetate. (**A**) Design of the experiment and representative pictures of Olfr78-GFP WT and Olfr78-GFP KO colon organoid cultures after 48 h of treatment (acetate 20 mM or propionate 10 mM) or untreated conditions. (**B**) Expression levels of EEC markers analyzed by qRT-PCR on colon organoids after 48 h of treatment. Data are reported as the relative expression levels in treated and control conditions in WT and KO organoids. Each symbol indicates the individual value of a given organoid line in each experiment (*n* = 6 WT and 6 KO). Colored lines identify paired samples in the 3 independent experiments. Data information: Scale bars: 1 mm (**A**). Data are represented as mean ± SEM. (**B**) Wilcoxon matched-pairs signed rank test, n.s = not significant, *P < 0.05, **P < 0.01. Source data are available online for this figure.

### Loss of Olfr78 expression alters colon homeostasis

Having provided evidence that epithelial Olfr78 regulates the production of functional EC cells known to contribute to colon physiology, we investigated whether absence of Olfr78 could affect global colon homeostasis. First, we analyzed the whole epithelium by studying the transcriptome of isolated crypts from Olfr78-GFP and Vil1^Cre/+^-Olfr78^fx^ mice (*n* = 5 WT/controls and 7 KO/eKOs) by bulk RNA seq. 

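Crypt RNA was sequenced from 2 WT and 5 KO mice of the Olfr78-GFP line and from 3 control and 2 eKO mice of the Vil1 Cre/+-Olfr78 fx line, 1 library per mouse. The authors deposited 1 table per line, in CP20M as for the sorted cells. The libraries had 7510619 and 8837737 reads on genes in WT, 6175301 to 8836499 with a median of 8429347 in KO, 7676784, 10224748 and 8453237 in controls, and 7827821 and 10995288 in eKO mice. One read was worth 1.82 to 3.24 CP20M. Genes with at least 40 CP20M in at least 2 samples were tested with limma on log2(CP20M + 10), with the line as a covariate, so that mice were compared within the line and table they came from. Each line was also tested alone. The targeted gene *Olfr78* had 88 and 111 CP20M in WT crypts and 42, 23, 27, 28 and 7 in KO crypts. In the other line it had 105, 61 and 124 CP20M in control crypts and 21 and 73 in the libraries labelled eKO mouse 1 and eKO mouse 2, so that the library labelled eKO mouse 2 lay within the range of the controls. The genotype entry of that library in the sample labels is the one of control mouse 2, while its title names an eKO mouse, and it was analysed under its title. The log2 fold change of *Olfr78* over both lines was -1.4 (standard error 0.32, adjusted p = 0.496 from limma). Within a line alone, exact permutation tests of 2 mice against 5 and of 2 against 3 cannot go below p = 0.048 and p = 0.1, respectively. Over both lines, 210 regroupings of the mice within the lines allow an exact permutation p of 0.0048. There *Olfr78* had an exact permutation p of 0.0095, not adjusted for the number of genes.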

Analysis of differentially expressed genes (FDR ≤ 0.2 and log2 fold-change of 0.585) resulted in a list of 35 up- and 40 downregulated genes in Olfr78-deficient vs control crypts (Fig. 6A). 

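Of 16447 genes tested over both lines, 1 was higher and 3 were lower in KO/eKO than in WT/control crypts, at an adjusted p-value of at most 0.2 from limma and a log2 fold change beyond 0.585 in either direction. At an unadjusted p-value under 0.05, 1267 genes differed. *Nid2* (ENSMUSG00000021806, chromosome 14, 19751265 to 19811787) was higher, with a log2 fold change of 0.74 (standard error 0.13). *Mpp6* (ENSMUSG00000038388, chromosome 6, 50110241 to 50198939), *9130204K15Rik* (ENSMUSG00000086474, chromosome 11, 79781979 to 79872394) and *Papss2* (ENSMUSG00000024899, chromosome 19, 32595790 to 32667187) were lower, with log2 fold changes of -1.05, -1.63 and -0.73 and standard errors of 0.17, 0.28 and 0.13. The adjusted p of each of the 4 genes was 0.135 from limma. Within each line, every KO or eKO mouse lay beyond every WT or control mouse for these 4 genes, which were chosen by that difference. The alternative that moved these counts most left out the library labelled eKO mouse 1, which gave 1008 genes higher and 126 lower. The quasi-likelihood test of edgeR on the recovered reads called 3 genes higher and 6 lower, and limma without the covariate for the line, which compares across the 2 tables, 0 higher and 3 lower, with 1603 at an unadjusted p-value under 0.05. In the Olfr78-GFP line alone, 1270 genes were higher and 244 lower in KO crypts of 15975 tested. *Meg3* and *Gm8979* had the smallest p-values in the 2 directions, with log2 fold changes of 1.70 (standard error 0.12, adjusted p = 4.5e-05 from limma) and -6.40 (standard error 0.30, adjusted p = 6.6e-07 from limma). *Gm8979* lies within 5 Mb of *Olfr78* and the authors' counting could have split its reads with near-identical copies. In the Vil1 Cre/+-Olfr78 fx line alone, limma called 0 of 15401 genes, while 127 had an unadjusted p-value under 0.05. Mice with the same number in this line deviated together, with a correlation of 0.501 across genes between their deviations from the group means. With the mouse number as a block, limma called 3 genes higher and 10 lower in this line, and 9 higher and 18 lower over both lines. Control mouse 3 and KO mice 3, 4 and 5 have no same-numbered partner, so they add nothing to the genotype effect in these fits. With the block over both lines, *Nid2* was not called, with an adjusted p of 0.390 from limma, and *Mpp6*, *9130204K15Rik* and *Papss2* were still called. *Reg4* was called lower, with an adjusted p of 0.0182 from limma against 0.496 without the block. KO mouse 4, with 907 CP20M of *Reg4*, has no part in that estimate, so the smaller p-value cannot be put down to same-numbered mice deviating together.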

MDS plots showed separate clustering of both genotypes (Fig. 6B). 

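Multidimensional scaling of all 16447 genes tested, which sets mice of the 2 tables beside each other, placed the 2 lines apart on the first dimension, with 42.0% of the variance. The second dimension, with 19.7%, placed control mouse 1 and the library labelled eKO mouse 1 apart from control mice 2 and 3 and the library labelled eKO mouse 2. The KO mice lay apart from the WT mice on the first dimension, while each eKO library lay nearer to a control mouse than to the other eKO library. When only the 75 genes with the smallest p-values for the comparison of genotypes over both lines were used, as many as the paper's list holds, KO/eKO and WT/control mice separated on the first dimension, by 2.98 times the SD within the groups. These genes were chosen for that difference.

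**Figure D3:**
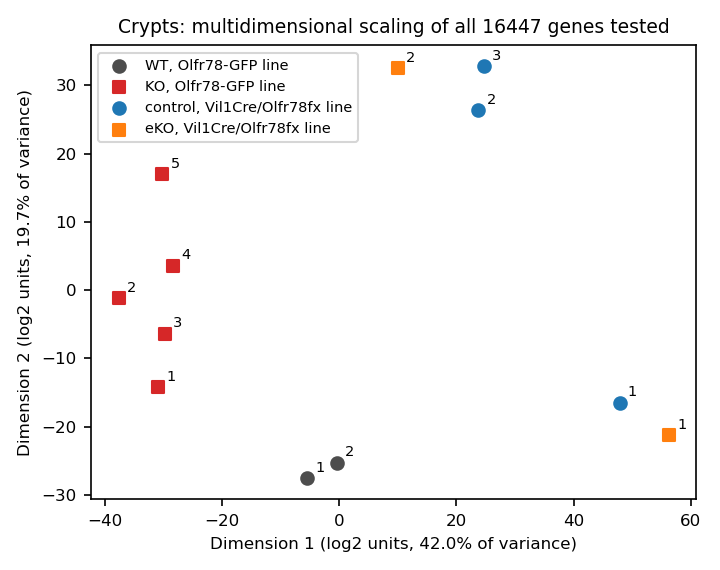
Multidimensional scaling of the 12 crypt libraries over all 16447 genes tested, with log2 units on both axes, circles for WT and control mice, squares for KO and eKO mice, colors for the groups, and the mouse number beside each point. The Olfr78-GFP line lies on the left and the Vil1 Cre/+-Olfr78 fx line on the right, and the positions compare libraries of 2 tables.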

In silico studies on modulated biological processes revealed de-enrichment in genes involved in defense response to bacteria, interspecies interaction between organisms and pyroptosis (Fig. 6C). 

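A list of 27 genes of the defense response and of pyroptosis was written before the data were examined. Over both lines 24 of them were tested, with a median log2 fold change of -0.046, at percentile 4.13 of 10000 random lists of genes with similar expression. Of these, 12 were higher and 12 lower. Limma called 0 when adjusted over all genes, with 10 at an unadjusted p-value under 0.05, and 9 at an adjusted p-value of at most 0.2 when adjusted over the list alone. In the Olfr78-GFP line alone the median was -0.090, at percentile 10.6 of such lists, with 8 genes called in both directions when adjusted over all genes and 10 when adjusted over the list. *Gsdmc4* fell from 11866 and 21121 CP20M in WT crypts to 5162, 8832, 6357, 7335 and 11161 in KO crypts, a log2 fold change of -1.08 (standard error 0.26, adjusted p = 0.0297 from limma). *Gsdmc2*, *Retnlb* and *Saa1* were also lower, with log2 fold changes of -0.82, -0.87 and -0.63, while *Duox2*, *Duoxa2*, *Reg3g* and *Pla2g2a* were higher, with log2 fold changes of 1.04, 0.88, 0.80 and 0.83. The KO and WT mice overlapped for *Gsdmc2*, *Reg3g* and *Pla2g2a*. With 1 mouse left out, the values ranged from -1.49 to -0.66 for *Gsdmc4*, -1.26 to -0.38 for *Gsdmc2* and -1.43 to -0.32 for *Retnlb*. None of these 8 genes changed direction. The *Gsdmc*, *Reg3* and *Saa* genes have close paralogs, between which the authors' counting could have split reads. In the Vil1 Cre/+-Olfr78 fx line alone the median was -0.041, at percentile 4.49, limma called 0 of 22 genes, with 6 at an unadjusted p-value under 0.05, and 6 when adjusted over the list. The enrichment analysis of Fig. 6C was not repeated here, because its gene sets were not used here. From that enrichment, the paper states that genes of the defense response to bacteria, of interaction between organisms and of pyroptosis were depleted in the absence of Olfr78.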

Analysis of colon epithelial (Epcam^+ve^) cells by scRNAseq revealed complete loss of two Goblet-like populations (clusters 6 and 8) characterized by the expression of *Reg4, Mpst*, *Serum amyloid A1,* and *Papss2* genes (Figs. 6D and EV5A). In addition, concomitant amplification of secretory progenitors (cluster 0) was detected in Olfr78-deficient tissues, suggesting that absence of Olfr78 expression had altered cell fate in the epithelium with an increased proportion of cells being engaged into a secretory progenitor fate (Fig. 6D). The significant increase in density of GFP^+ve^ cells observed in Olfr78-GFP KO vs Olfr78-GFP HE colons, secretory in their identity, further sustained this idea (Fig. 6E). Regarding the surrounding non-epithelial cells present in colon, analysis of scRNAseq data from Olfr78-GFP WT and Olfr78-GFP KO mice indicated that they were clustered into 12 distinct populations in both genotypes, without major quantitative differences detected in immune CD45^+ve^ cells or stromal Pdgfra^+ve^ cells in the absence of Olfr78 (Fig. EV5B,C). Next, since 5-HT production and its luminal release is associated with microbiome homeostasis, we studied the impact of Olfr78 loss on fecal microbiota by performing a metagenome analysis on colon stools from Olfr78-GFP and Vil1^Cre/+^-Olfr78^fx^ (*n* = 18 WT/controls and 15 KO/eKOs) (Fig. 6F,G). First, global phylum analysis revealed differences between the two transgenic lines with increased proportion of *Proteobacteria* at the expense of *Bacteroidetes* and detection of *Deferribacteres* in the Vil1^Cre/+^-Olfr78^fx^ line when compared to the Olfr78-GFP one. Secondly, in the Olfr78-GFP line in which *Bacteroidetes* is the main phylum, the *Firmicutes*/*Bacteroidetes* ratio, proposed as marker of dysbiosis when dysregulated, was significantly increased in Olfr78-GFP KO vs WT samples, despite no significant difference in total body weight between genotypes (Figs. 6G and EV5D). *Eubacterium* and *Clostridium*, genera belonging to the *Firmicutes* phylum, were over-represented in Olfr78-deficient mice. Conversely, *Turicibacter sanguinis*, a species reported to take advantage of luminal 5-HT released by ECs to increase its fitness and colonization ability in the colon (Fung et al, 2019), appeared virtually absent in Olfr78-GFP KO samples (Figs. 6G and EV5E). No significant difference in the *Firmicutes/Bacteroidetes* ratio was detected between genotypes in Vil1^Cre/+^-Olfr78^fx^ mice; though *Alistipes*, a genus associated with dysbiosis and the beneficial *Muribaculum intestinale* were reduced in eKO stools (Parker et al, 2020; Smith et al, 2019). In addition, *Akkermancia muciniphila*, a proposed probiotic was over-represented in some eKO samples (Fig. 6G). Knowing that microbiota are the main producers of SCFAs in the colon and having found that Olfr78-deficient mice had signs of dysbiosis, we analyzed the concentration of various SCFA compounds (from C2 to C6) in the stools of mice from the two transgenic lines. No significant differences were detected between genotypes for any of the SCFAs analyzed, including acetate and propionate, the two reported ligands of Olfr78 (Fig. EV5F). In summary, our results indicate that the loss of Olfr78 receptor alters colon homeostasis, characterized by deficient epithelial defense against bacteria and slight dysbiosis under chow diet.

**Figure 6:**
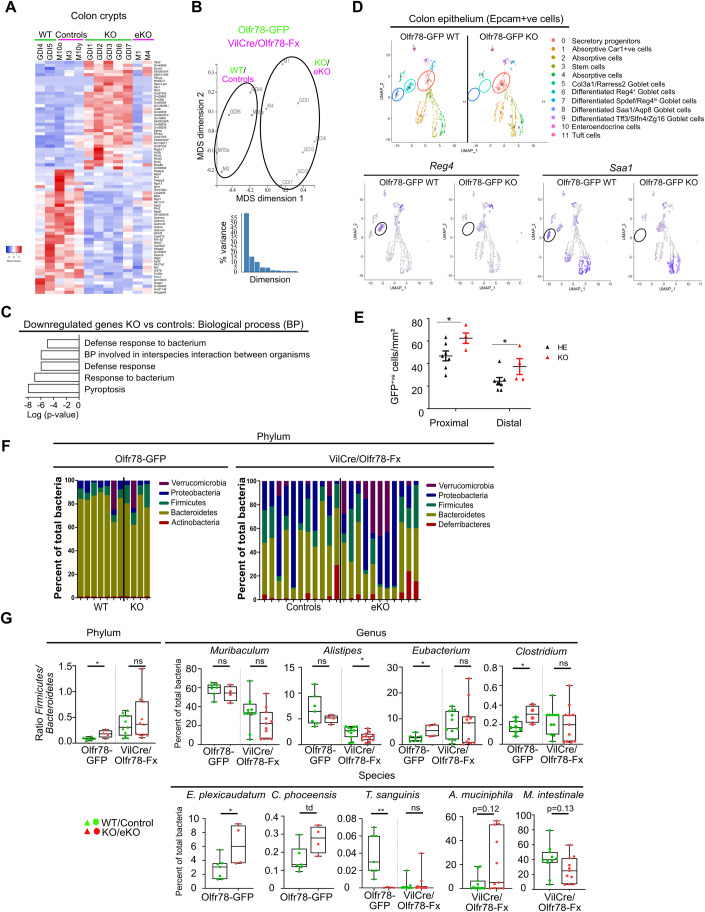
Loss of Olfr78 expression alters colon homeostasis. (**A**) Left: Heatmap of differentially expressed genes identified by RNAseq on colon crypts isolated from Olfr78-GFP WT and KO mice and Vil1^Cre^/Olfr78^fx^ controls and eKO mice (*n* = 2WT, 3 Controls, 5 KO and 2 eKO mice) (FDR ≤ 0.2, Log_2_FC <−0.585 or >0.585 from Degust). (**B**) Multi-dimensional scaling (MDS) plot of RNA-seq datasets on genes identified in (**A**). (**C**) Modulated Mol-Sig GSEA Biological processes in the transcriptome of WT/Controls vs KO/eKO crypts. (**D**) Upper panel: Umap of WT and KO epithelial cells showing 12 different clusters. Lower panel: Umap of WT and KO epithelial cells showing *Reg4 or Saa1* expression. Circles identify differentially enriched clusters present in WT and KO colon. (**E**) Quantification of GFP^+ve^ cell density in proximal (Pr Co) and distal colon (Di Co) from Olfr78-GFP HE and Olfr78-GFP KO mice performed based on IHC staining. Each symbol indicates the value of a given mouse (*n* = 7 HE, 4 KO). (**F**) Histograms showing the relative microbial abundance at the Phylum and Genus levels in Olfr78-GFP mice (*n* = 7 WT and 4 KO) and Vil1^Cre^/Olfr78^fx^ controls and eKO mice (*n* = 11 controls and 11 eKO) by metagenome sequencing. (**G**) Phylum: Ratio of the prevalence of *Firmicutes*/*Bacteroidetes* populations obtained from the data in (**F**). Genus and Species: Prevalence of genus or species in percentage of total bacteria obtained from the data in (**F**). Each symbol indicates the value of a given mouse (Olfr78-GFP line: *n* = 7 WT and 4 KO; VilCre/Olfr78-Fx line: *n* = 11 controls and 11 eKO). Data information: Data are represented as mean ± SEM (**E**) and as box and whiskers defining minima to maxima and median line (**G**). (**C**) Hypergeometric distribution test of overlapping genes over all genes in the universe, (**E**) Unpaired t test (**G**, *Alistipes*) Unpaired t test: *P < 0.05; (all the others in **G**) Mann–Whitney tests n.s = not significant; td: tendency (*p* = 0.0727); *P < 0.05; **P < 0.01.

**Figure EV5:**
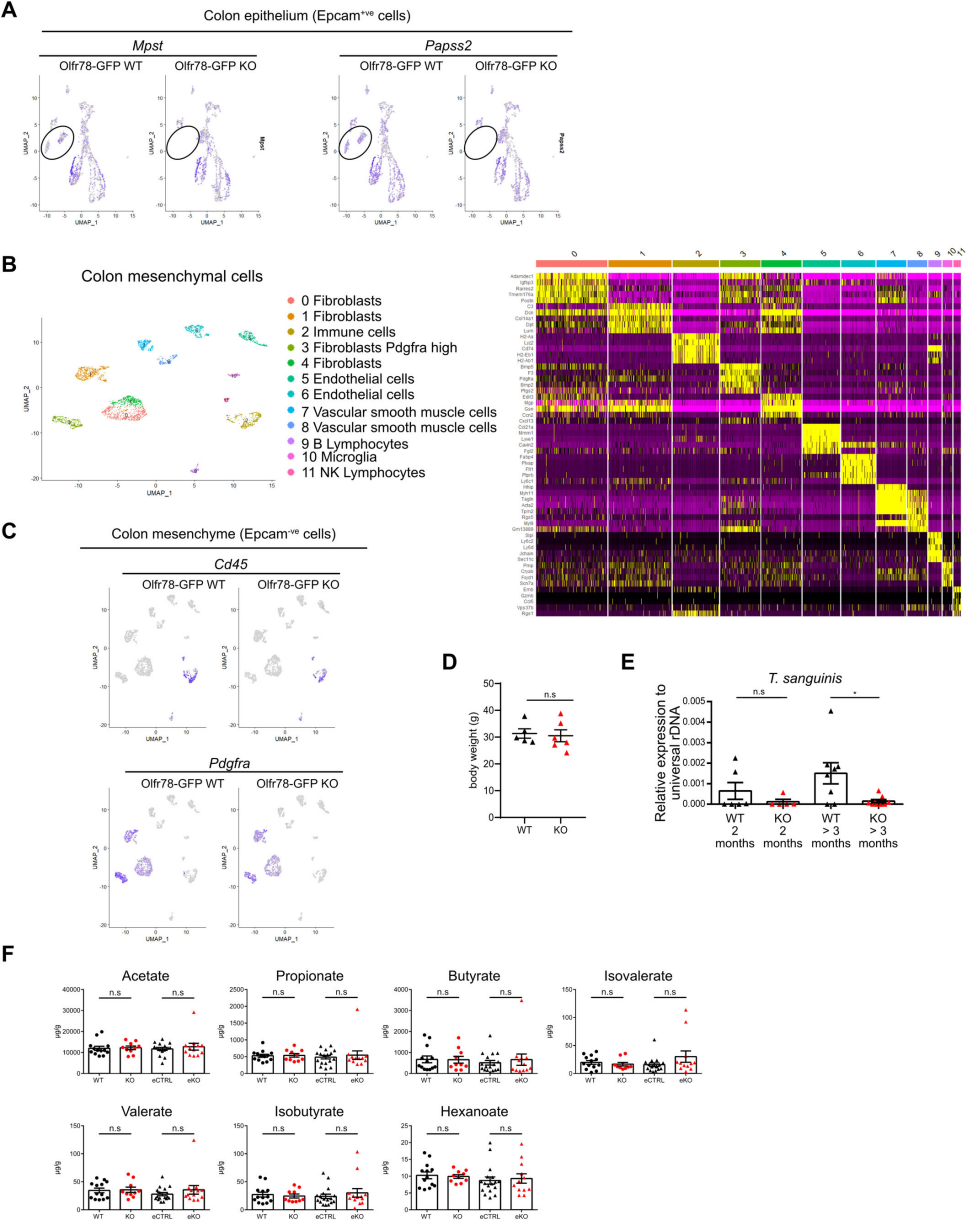
Loss of Olfr78 expression alters colon homeostasis. (**A**) Umap of Olfr78-GFP WT and KO colon epithelial cells showing *Mpst or Papss2* expression. Circles identify enriched clusters differentially present in WT and KO mice. (**B**) Left panel: Merged UMAP of colon mesenchymal cells from Olfr78-GFP WT and Olfr78-GFP KO mice. Right panel: Heatmap showing the top 5 markers of each cluster of the UMAP. (**C**) Umap of Olfr78-GFP WT and KO colon mesenchymal cells showing *Cd45 or Pdgfra* expression. (**D**) Weight of adult Olfr78-GFP mice. Each symbol indicates the value for a given mouse (*n* = 5 WT and 6 KO). (**E**) Analysis of *Turicibacter sanguinis* prevalence by qPCR in the fecal microbiota of Olfr78-GFP WT or KO mice at different ages. Each symbol indicates the value for a given mouse (*n* = 6–8 WT and 5–9 KO). (**F**) Quantification of fecal SCFA concentrations. Each symbol indicates the value for a given mouse (Olfr78-GFP line: *n* = 13 WT and 10 KO; VilCre/Olfr78-Fx line: *n* = 17 controls and 12 eKO). Data information: Data are represented as mean ± SEM.; (**D**, **E**, **F**) Mann–Whitney tests, (**E**), n.s = not significant; *P < 0.05.

## Discussion

Since their discovery in the olfactory epithelium in 1991 (Buck and Axel, 1991), several olfactory receptors have been reported to be ectopically expressed (Lee et al, 2019). Among these receptors, Olfr78/OR51E2 expression was detected in the gut at significant levels (Billing et al, 2019; Fleischer et al, 2015; Kotlo et al, 2020; Lund et al, 2018). In the present study, we have investigated the biological function of Olfr78 in the colon and revealed that this receptor regulates enterochromaffin cell maturation under homeostatic conditions.

In line with previous studies, using the reporter Olfr78-GFP mouse line, transcriptomic and immunostaining methods, our work confirmed that Olfr78 is mainly present in two epithelial enteroendocrine cell subtypes in colon: EC and L cells, characterized by the expression of the marker genes *Tph1*, *Ddc*, *Tac1* and *Pyy*, *Gcg*, *Insl5*, respectively (Billing et al, 2019; Lund et al, 2018). Olfr78 expression was detected in the majority in EC cells (80%) of the proximal colon and was identified in both EC and L cells in the distal colon. By using the resource generated by Gehart et al (2019) on time-resolved single-cell transcriptional mapping of enteroendocrine differentiation in the small intestine, we further determined by bulk and single-cell RNA seq methods that expression of Olfr78 starts in early/intermediate EEC precursors (*Rybp*, *Sox4*) and is maintained throughout differentiation in intermediate/late (*Lmx1a*, *Rfx6*) and late (*Pax6*) stages. Analysis of Olfr78-deficient cells revealed that the absence of this receptor leads to markedly reduced EC cell differentiation, characterized by downregulation of the *Lmx1a* and *Fev* transcription factors (Wang et al, 2010) while no significant decrease in the expression of the transcription factor *Rfx6*, promoting differentiation into L cells, was observed (Piccand et al, 2019). 

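In the sorted GFP +ve cells, *Rfx6* (ENSMUSG00000019900) had 2083 and 2934 CP20M in the HE pools and 2028 and 918 in the KO pools, so that both KO pools were below both HE pools, by little for KO pool 1. Its log2 fold change was -0.85 (standard error 0.42, adjusted p = 0.931 from limma). The mean difference was -1.49 times the average SD, short of the criterion's -2.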

More globally, dysregulated EC differentiation in Olfr78-deficient cells leads to downregulation of neuronal genes, as represented by genes encoding pre-synaptic and secretion granule components. In this regard, the human ortholog OR51E2, sharing 93% identity with Olfr78, was recently detected in human pulmonary neuroendocrine cells and reported to activate a neuroendocrine phenotype in prostate cancer cells (Abaffy et al, 2018; Kuo et al, 2022). Taken together with our results, these data suggest that, in response to its ligands, the Olfr78/OR51E2 receptor can promote a neuronal-like phenotype outside the olfactory epithelium. Interestingly, a study recently revealed that SCFA ligands (acetate or propionate), used at concentrations like those found in the colon (10 mM), promote EC cell differentiation in colon organoid cultures, although the identity of the transducing receptor(s) was not investigated (Tsuruta et al, 2016). In the present work, we provide further evidence that EC cell maturation involves, at least in part, the Olfr78 receptor, through the activation by one of its ligands acetate, but not propionate. The observed negative impact of this later agonist on organoids’ gene expression may involve epigenetic regulation through HDAC activity inhibition as reported previously (Grouls et al, 2022; Silva et al, 2018). Regarding the L cell subtype, density and expression levels of the anorexigenic PYY peptide in the colon did not appear modified in absence of Olfr78 expression. However, it is not excluded that this receptor could regulate secretion of this hormone in L cells as proposed by Nishida et al (2021).

Despite a substantial altered EC identity detected in Olfr78-deficient cells in both transgenic lines, this resulted in a consistent but modest reduction (by 30%) in the number of serotonin-producing EC cells in the proximal colon and a 25% reduction in fecal 5-HT levels without significant impact on global gut transit. It is likely that the presence of luminal 5-HT produced by the rest of the intestine can locally compensate transit for the EC cell reduction observed in the proximal colon. Moreover, expression of the *Tph1* gene, did not appear downregulated at the whole tissue level. Several hypotheses, not mutually exclusive, could be proposed to explain these observations. Firstly, 35% of EC cells do not express Olfr78 in the proximal colon, and can a priori differentiate normally, being able to produce some 5-HT. Secondly, as reported in the small intestine by Haber et al (2017), some expression of *Tph1* was still detected in early secretory progenitor/EEC precursors and in Chga^+ve^ cells of the undefined cluster in Olfr78-deficient cells. Therefore, this may contribute to dampen the observed reduction of *Tph1* expression in Olfr78-deficient EC cells. The major impact of Olfr78 loss detected at the whole tissue level was on chromogranin’s expression, especially chromogranin B. This later is a component of secretory granules recently reported to form a chloride channel involved in the secretion of neurotransmitters (Yadav et al, 2018). It is expected that the reduction in chromogranin B levels in Olfr78-deficient cells would also alter the 5-HT secretion process.

The present study also sheds light on the complex expression profile of SCFA receptors in colon where the concentration of their ligands is the highest. Indeed, Olfr558 and Ffar2 receptors were found enriched in Olfr78-expressing cells. This suggests different genetic and/or epigenetic regulatory mechanisms of olfactory receptors’ expression in EC as compared to olfactory sensory neurons where one neuron expresses only one receptor (Serizawa et al, 2004). Moreover, we unexpectedly found that the loss of Olfr78 induced a decrease in Olfr558 expression in EC cells. Although not formally excluded, the likelihood that this would result from an artifact of the transgenic strategy, affecting the genetic locus that bears the two genes, remains low since the effect was observed in both mouse lines. In addition, expression of both odorant receptors only partially overlaps in the epithelium of proximal colon, in a subfraction of EC, and not at all in L, cells. Regarding the hypothetical function of Olfr558 in colon EC cells, one possibility could be that this receptor exhibits in colon, similar functions as those described in the small intestine (Bellono et al, 2017). Stimulation of Olfr558 with the butyrate and isovalerate ligands also present in colon would promote 5-HT basolateral release from EC cells to activate neuronal circuitries. Further experiments will be needed to investigate this hypothesis. Besides, our study also revealed that Olfr78-expressing EC cells express the Ffar2 receptor. Contrary to Olfr78 and Olfr558, this receptor was also detected in other cells in the bottom of colon crypts, suggesting that it would exert a more general function in epithelial cells than odorant receptors. Previous studies have demonstrated that Ffar2 regulates inflammation in colon (Kim et al, 2013). However, the potential role of Ffar2 in colon EC cells remains to be determined; especially considering that this receptor, like Olfr78, recognizes acetate and propionate as ligands, but that these two receptors induce signaling through opposite cascades involving Gq/Gi and Gs proteins for Ffar2 and Olfr78, respectively (Le Poul et al, 2003; Saito et al, 2009). Interestingly, it was previously demonstrated that Olfr78 and Ffar3 coordinate their activity to regulate blood pressure (Pluznick et al, 2013), raising the possibility of a similar mechanism involving Olfr78 and Ffar2 in EC cells. Additional studies are needed to explore this hypothesis and to further decipher the complex interplay between both receptors in the regulation of EC cell maturation.

At the global tissue level, despite intrinsic differences observed between the two transgenic lines having distinct genetic backgrounds (Olfr78-GFP and Vil1^Cre/+^-Olfr78^fx^), we detected that Olfr78-deficient mice had a slightly modified microbiota, an observation also made by Kotlo et al (2020). Indeed, Olfr78 KO mice exhibit an increased *Firmicutes*/*Bacteroidetes* ratio as compared to WT littermates. In addition, despite the modest reduction in luminal 5-HT levels in Olfr78-deficient mice, *Turicibacter sanguinis*, a bacterium reported to need serotonin to increase its fitness, was virtually absent in Olfr78-GFP KO stools, showing that alteration in the epithelium significantly impacted the microbiota (Fung et al, 2019). Since the *Firmicutes*/*Bacteroidetes* ratio is increased in obesity, it would be interesting to further investigate the impact of Olfr78 loss on the global metabolic status under high-fat diet conditions. In epithelial Olfr78-deficient mice, reduced abundance of the genera *Alistipes* and *Muribaculum* were observed meanwhile *Akkermansia muciniphila* appeared over-represented in part of the cohort as compared to control mice. Since gut over-colonization by this species is reported to promote excessive mucin degradation and reduce intestinal barrier integrity, over-representation of *A. muciniphila* may contribute to exacerbate sensitivity of eKO mice to any further luminal colon perturbation (Qu et al; 2023). Finally, our transcriptomic data on colon crypts showed that loss of Olfr78 expression modifies colon epithelium homeostasis by reducing defense response to bacteria, but without any major impact on the non-epithelial compartments. Goblet-like populations expressing the *Mpst* and *Papss2* genes, involved in sulfation metabolism and regulating inflammation, were found absent in Olfr78-deficient colon (Zhang et al, 2022; Xu et al, 2021). Of interest, in inflammatory conditions experimentally induced by dextran sodium sulfate treatment, complete absence of Olfr78 expression increases inflammation and impairs efficient tissue regeneration (Kotlo et al, 2020). Knowing that Olfr78 is also expressed in mesenchymal cells in colon, it will be worth addressing the putative role of these cells in tissue homeostasis during regeneration.

In summary, in the present work, we provide evidence that the Olfr78 receptor is expressed in colon enteroendocrine precursors and is required for proper maturation into the EC cell subtype, devoted to serotonin release. Loss of Olfr78 leads to slight dysbiosis and modifies the ability of defense response to bacteria in colon crypts. Given that 5-HT represents a major potential pharmacological target in metabolic disorders and inflammatory bowel diseases, further exploration of the role of Olfr78 in epithelial and stromal compartments under pathological conditions will help to fully elucidate the complex mechanisms regulating SCFA receptors, 5-HT secretion, and colon homeostasis.

## Methods

See Table 1

**Table 1:** Reagents and tools.

Reagent/resource	Reference or source	Identifier or catalog number
	*Source(public): Stock center, company, other labs.Reference: list relevant study* (*e.g*. Smith et al, 2019) *if referring to previously published work; use “this study” if new.If neither applies: briefly explain*.	*Provide catalog numbers, stock numbers, database IDs or accession numbers, RRIDs or other relevant identifiers*.
**Experimental models**		
L-Wnt3a cells from M. musculus	ATCC	CRL-2647
B6;129P2 (M. Musculus)	Jax mice	B6;129P2-Or51e2tm1Mom/MomJ (referred as Olfr78-GFP) #006722
B6, 129 (M. Musculus)	Jax mice	B6.Cg-Tg(Vil1-cre)997Gum/J (referred as Vil1Cre) #004586
B6, 129 (M. Musculus)	Applied Stem Cell “this study”	B6-Olfr78Tm1Mig (referred as Olfr78Fx)
B6, 129 (M. Musculus)	Applied Stem Cell “this study”	B6-Olfr558Tm1Mig (referred as Olfr558-BFP)
M3x1 Olfr78-GFP WT mouse colon organoid line	This study	Passage at which experiments were done 13-19
male M4x1 Olfr78-GFP WT mouse colon organoid line	This study	Passage at which experiments were done 13-19
male M4x8 Olfr78-GFP WT mouse colon organoid line	This study	Passage at which experiments were done 13-19
male M10x8 Olfr78-GFP WT mouse colon organoid line	This study	Passage at which experiments were done 13-19
male M3t2 WT mouse colon organoid line	This study	Passageat which experiments were done 3-9
male M10t2 WT mouse colon organoid line	This study	Passage at which experiments were done 3-9
male M10x4 Olfr78-GFP KO mouse colon organoid line	This study	Passage at which experiments were done 9-15
male M11x4 Olfr78-GFP KO mouse colon organoid line	This study	Passage at which experiments were done 9-15
male M13x4 Olfr78-GFP KO mouse colon organoid line	This study	Passage at which experiments were done 9-15
male f1.17 Olfr78-GFP KO mouse colon organoid line	This study	passage at which experiments were done 9-15
male M3x3 Olfr78-GFP KO mouse colon organoid line	This study	passage at which experiments were done 6-12
male M4x3 Olfr78-GFP KO mouse colon organoid line	This study	passage at which experiments were done 6-12
**Antibodies**		
*example*: Rabbit anti-H3	Abcam	Cat # ab1791
Mouse anti-5HT	Dako	M0758, diluted 1/100
Rabbit anti-BFP	Evrogen	AB233, diluted 1/500
Mouse anti-PYY	Abcam	ab112474, diluted 1/200
Rabbit anti-GFP	Invitrogen	A6455, diluted 1/500
Rat anti-PE-Epcam	BD Biosciences	563477, diluted 1/100
Rabbit anti-KI67	Abcam	ab15580, diluted 1/100
Donkey anti-mouse-Cy3	Jackson Immunoresearch	715-165-150, dilution 1/500
Donkey anti-rabbit-AF488	Jackson Immunoresearch	711-545-152, diluted 1/500
Donkey anti-rabbit-biotinylated	Jackson Immunoresearch	711-065-152, diluted 1/500
Dapi	Sigma	D9542, diluted 1/2000
**Oligonucleotides and sequence-based reagents**		
PCR primers for Olfr78-GFP mice genotyping	Jax mice	For (CCTGTGATCAATCCCATCATC)/Rev (GGGTCTCATTTTACAGCAGAATC)/Mut For (CTACCATTACCAGTTGGTCTGGTG)
PCR primers for Vil1Cre genotyping	Jax mice	For (GTGTGGGACAGAACAAACC)/Rev (ACATCTTCAGGTTCTGCGGG)
PCR primers for Olfr78Fx genotyping	Applied Stem Cell “this study”	For (GAACTTTTCTCTCGTAGCTTGTACAGGA)/Rev (GACTGGAAGAGGGAGAGGCCAC)
PCR primers for Olfr558-BFP genotyping	Applied Stem Cell “this study”	For (CAGAATCTGACAATAACTTGGATGGTT)/ Rev (ATTCATTGCTATTGAAGCCCACC)/Mut For (CCTCTGATCTTGACGTTGTACATGAGG)
mouse Chgb	This study	For (CTAAGAGACCCAGCCGATGC)/Rev (CCTACCTTCGTCTGGCCTTG)
mouse Ffar2	This study	For (TATGGAGTGATCGCTGCTCTG)/Rev (AGGTTATTTGGTTCTCAGTGCC)
mouse Ffar3	This study	For (TCCTCAGCACCCTCAACTCT)/Rev (TGGATGGCTCTTCTCCATTC)
mouse Gcg	This study	For (ACACCAAGAGGAACCGGAAC)/Rev (CCTGGCCCTCCAAGTAAGAAC)
mouse Olfr78	This study	For (CGCTGCTGTCCTCAACAATA)/Rev (GTGGGAGAGCACATTGGAGT)
mouse Olfr558	This study	For (CCTGCCTGTCATTATGGCTAAC)/Rev (TGGTCACGAGGAAAAGACGAA)
mouse Pyy	This study	For (TCAGTAGCTGTCGAGCCTTC)/Rev (ACAGGCGAGCAGGATTAGC)
mouse Rpl13	This study	For (CCCGTGGCGATTGTGAA)/Rev (TCATTGTCCTTCTGTGCAGGTT)
mouse Tph1	This study	For (CAAACTCTACCCGACCCACG)/Rev (CAGGACGGATGGAAAACCCA)
T. sanguinis	This study	For (CAGACGGGGACAACGATTGCA)/Rev (TACGCATCGTCGCCTTGGTA)
Universal 16 s rDNA	This study	For (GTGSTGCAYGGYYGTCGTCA)/Rev (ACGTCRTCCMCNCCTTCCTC)
mouse Ywhaz	This study	For (TGCAACGATCTACTGTCTCTT)/Rev (CGGTAGTAGTCACCCTTCATTTTCA)
mouse Olfr78 RNAscope probe	ACD-Biotechne	436601
mouse Olfr558 RNAscope probe	ACD-Biotechne	316131
mouse Ffar2 RNAscope probe	ACD-Biotechne	433711
mouse Ffar3 RNAscope probe	ACD-Biotechne	447011
**Chemicals, enzymes and other reagents**		
10% Formalin solution, buffered	Vwr	11699408
Sucrose	Millipore	1076511000
Tissue freezing medium	Leica	14020108926
Sodium acetate	Thermo Scientific Chemical	A13184
Sodium propionate	Thermo Scientific Chemical	A17740
Sodium citrate	AnalaR Normapur	27833294
Carmine red	Sigma-Aldrich	C1022
Methylcellulose	Sigma-Aldrich	M0512
Vectastain elite ABS kit, peroxidase	Vector Laboratories	PK-6100
Vectainstain ABC kit-Alcaline phosphatase	Vector Laboratories	AK-5000
DAB substrate kit	Vector Laboratories	SK-4100
Vector blue substrate kit	Vector Laboratories	SK-5300
Mayers’ hemalun solution	Millipore	1092492500
Alcian blue 8GX	Sigma-Aldrich	A3157
Nuclear fast red	Sigma-Aldrich	229113
Coverquick 4000	VWR Chemicals	5547539
Rneasy mini kit	Qiagen	74106
Rneasy micro kit	Qiagen	1071023
RNAse OUT	Invitrogen	10777019
Superscript II	Invitrogen	18064-014
DNAse I	Invitrogen	18068-015
RNAscope kit	ACD-Biotechne	322300
QIAzol Lysis Reagent	Qiagen	79306
Ovation Solo RNAseq systems	Tecan	501
Serotonin ELISA kit	Abnova	KA2518
**Software**		
GraphPad Prism 10	https://www.graphpad.com	
qPCR4.0	Analytik Jena	
qBase	Biogazelle	
GSEA MolSig	Broad Institute	
Degust	Monash Institute	
ZEN Blue 3.5	Zeiss	
Seurat Package in R	Stuart et al, 2019	
SCTransform	Hafemeister and Satija, 2019	
Rstudio	/	
NDP.view2	Hamamatsu	
Biorender	https://www.biorender.com/	
**Other cell culture reagents**		
		**Reference/Final concentration**
Advanced-DMEM/F12 medium	Thermo Fisher Scientific	12634028/1 X
DMEM	Gibco	41965-039 (1 X)
Wnt3a-conditioned medium	ATCC L-Wnt3a CRL2647	50%
L-Glutamine	Thermo Fisher Scientific	25030024 (2 mM)
N2	Thermo Fischer Scientific	17502048 (1 X)
B27 w/o vit.A	Thermo Fisher Scientific	12587010 (1 X)
Amphotericin	Thermo Fisher Scientific	152900026 (2.5 µg/ml)
Gentamycin	Thermo Fisher Scientific	15750060 (40 µg/ml)
penicillin-streptomycin cocktail 100 X	Thermo Fisher Scientific	15070063 (1 X)
UltraPure EDTA 0.5 mM, pH = 8	Invitrogen	15575-038 (5–20 mM)
HEPES	Thermo Fisher Scientific	15630080 (10 mM)
N acetyl cysteine	Sigma-Aldrich	A9165 (1 mM)
mouse EGF	Peprotech	315-09 (50 ng/ml)
mouse Noggin	Peprotech	250-38 (100 ng/ml)
mouse Rspondin 1	R&D Systems	7150-RS-250 (100 ng/ml)
Nicotinamide	Sigma-Aldrich	N0636 (10 mM)
TryplExpress	Thermo Fisher Scientific	12605028 (Ready-to-use)
Trypsin 2.5%	Gibco	15090-046 (0.25%)
DPBS	Thermo Fisher Scientific	14190094 (1 X)
Basement membrane matrix, LDEV free Matrigel Y-27632	Corning	354234 (100%)
Y-27632	Sigma-Aldrich	Y0503 (10 µM)
40 µm cell strainer	Avantor/VWR	7322757
70 µm cell strainer	VWR	7322758
Fetal bovine serum (FBS)	ThermoFisher	10270106
Collagenase I	Sigma-Aldrich	C9407 (0.5 mg/ml)
Propidium iodide / Acridine Orange Stain	Logos Biosystems	F23001 (10 times dilution)
Chromium Next GEM Single cell 3’ Reagent kits 3.1	10X Genomics	/
**Other resources**		
Nanozoomer digital scanner	Hamamatsu	
Axio Observer inverted microscope	Zeiss	
AE31 microscope/Moticam Pro camera	Motic	
qTower 3	Analytik Jena	
FACS Aria I cytometer	BD Biosciences	
Fragment Analyzer 5200	Agilent technologies	
Chromium controller-10X Genomics	10X Genomics	
NovaSeq 6000	Illumina	
iMark Microplate reader	Biorad	

### Experimental animals

Animal procedures complied with the guidelines of the European Union and were approved by the local ethics committee (CEBEA from the faculty of Medicine, ULB) under the accepted protocols 720 N and 863 N. Mice were bred and maintained under a standard 12 h-light-dark cycle, with water and rodent chow ad libitum. Mice strains were B6;129P2-Or51e2tm1Mom/MomJ (referred as Olfr78-GFP), B6.Cg-Tg(Vil1-cre)997Gum/J (Vil1Cre) obtained from The Jackson Laboratory, B6-Olfr78Tm1Mig (referred as Olfr78Fx) and B6-Olfr558Tm1Mig (referred as Olfr558-BFP) generated by Applied StemCell. Primers used for mouse genotyping are listed in the Reagents and tools table (Table 1). Colon transit analysis was performed as reported by Koester et al (2021). Briefly, mice (males aged 2–6 months) were submitted to oral gavage (200 µl/25 g of body weight) with Carmine red 6%–0.5% methylcellulose at 9h00. The global gut transit time was defined as the time required to expel the first red fecal pellet. The number of pellets expelled during a period of 2 h was determined by placing mice in isolated cages. Collected pellets were individually weighted (a mean of 11 pellets were analyzed per mouse).

### Tissue processing and immunohistochemical analysis

Intestine samples were immediately fixed with 10% formalin solution, neutral buffered (Sigma-Aldrich) overnight at +4 °C and then sedimented through 20% and 30% sucrose solution sequentially (minimum 24 h each) before OCT (Leica) embedding. Histological and staining protocols as well as immunofluorescence/histochemistry experiments were performed on 6 µm sections. Sodium citrate 10 mM, pH 6 was used as epitope retrieval solution. The primary antibodies were incubated overnight at 4 °C. The secondary anti-species biotin- or fluorochrome-coupled antibodies were incubated 1 h at room temperature. The ABC kits and substrate Kits (all from Vector Laboratories) were used for immunohistochemistry revelation. Double immunohistochemistry was performed as recommended by manufacturer. DAPI or hematoxylin were used for nuclei staining. The primary and secondary antibodies used for staining are listed in the Reagents and tools table. For the Alcian Blue/Nuclear fast red staining, OCT sections were dried for 20 min at room temperature and washed 2 times in PBS for 5 min. Slides were incubated for 3 min in 3% acetic acid and then for 20 min in Alcian blue solution (Sigma-Aldrich) at room temperature. Slides were rinsed in 3% acetic acid, running tap water for 2 min, followed by distilled water. They were then incubated for 3 min in Nuclear Fast Red (Sigma-Aldrich) at room temperature and rinsed in running tap water. Slides were mounted in a xylene-based medium (Coverquick 4000, VWR Chemicals) after dehydration or in FluorSave Reagent (Merck). Nanozoomer digital scanner (Hamamatsu) and Zeiss Axio Observer inverted microscope (immunofluorescence) were used for image acquisition. Quantification of epithelial SCFA receptors positive cells along the gut was performed on a minimum of 130 crypt/villus units per sample. Their localization within the colon crypts was quantified on a minimum of 30 cells for each receptor. Colocalization of GFP with 5-HT or PYY colon cells and colocalization of BFP with 5-HT or PYY cells were determined on a mean of 50 ± 20 cells and 36 ± 14 cells per sample, respectively. Quantification of Ki67^+ve^ cells per crypt was performed on a mean of 27 ± 5 crypts per sample. Cell density for 5-HT/PYY/*Olfr558* or GFP^+ve^ cells per mm^2^ was analyzed on a mean surface of 1.17 ± 0.15 mm^2^ of epithelium delimited by hand on NDP viewer. The number of biological samples (animals) used for each experiment is reported in Figures and Figure legends.

### Crypt isolation and ex vivo culture

The colon was cut in small pieces and put in 20 mM EDTA (Invitrogen) in DPBS (Gibco) for 30 min on ice and shaken at 80 rpm for crypts dissociation. A mechanical dissociation was then performed by ups-and-downs in a FBS pre-coated 10 ml pipette. The mix was passed through a 70 µm filter (Corning) and centrifuged at 300 × *g* for 5 min. At this step, purified crypts were either collected for organoid culture or RNA seq. The organoid culture was performed as described (Sato et al, 2011). Briefly, the medium used consisted in Advanced-DMEM/F12 medium (Gibco) supplemented with 1X GlutaMAX (Gibco), N2 (Gibco) and B27 w/o vit.A (Gibco), gentamycin, penicillin-streptomycin cocktail, amphotericin, 10 mM HEPES (all from Thermofisher Scientific), 1 mM N-acetyl cysteine (Sigma-Aldrich), 50 ng/ml EGF, 100 ng/ml Rspondin 1 (R&D systems), 100 ng/ml noggin (both from Peprotech), and 10 mM nicotinamide (Sigma-Aldrich) and 50% Wnt3a conditioned medium produced by L Wnt-3A cells (ATCC CRL-2647) following manufacturer’s instructions. Culture medium was changed every other day and after 8–9 days in culture, organoids were harvested and digested with TryplExpress (Thermo Fisher Scientific) for 5 min at 37 °C. Cells were further mechanically dissociated by ups-and-downs using a 200 µl tips and PBS was added (5-times TrypleExpress volume). Cells were centrifuged at 1300 rpm for 5 min and were (re)plated in Basement membrane matrix, LDEV free Matrigel (Corning). Culture media were supplemented with 10-µM Y-27632 (Sigma-Aldrich) in all initial seeding and replating experiments, for 48 h. For organoid stimulation experiments, organoid lines were replated and cultured for 7 days in the medium reported above (Sato et al, 2011). Then, medium was removed and replaced with DMEM (Gibco) in presence or absence of sodium acetate (20 mM final) or sodium propionate (10 mM final) for 48 h (with fresh medium change after 24 h). At day 9, organoids were collected for RNA extraction. Pictures were acquired with a Moticam Pro camera connected to Motic AE31 microscope.

### Gene expression analysis by qPCR and RNAscope

qRT-PCR was performed on total RNA extracted from adult mouse tissues or organoid cultures using the RNeasy Mini Kit (Qiagen). A DNAse I treatment (Invitrogen) was used to remove potential contaminant DNA. cDNA was prepared using RnaseOUT and Superscript II according to the manufacturer’s protocol (Invitrogen). qPCRs were performed on the qTower 3 from Analytik Jena. Gene expression levels were normalized to that of reference genes (Rpl13, Ywhaz) and quantified using the qBase Software (Biogazelle). Primer sequences are reported in the Reagents and tools table. In situ hybridization experiments were performed according to manufacturer instructions with the RNAscope kit (ACD-Biotechne) (probes listed in the Reagents and tools table).

### Serotonin measurements in fecal pellets

Stools were collected either at different time points during mouse lifetime or at sacrifice and stored at −80 °C. Fecal pellets were resuspended in the assay buffer of the Serotonin ELISA kit (Abnova) at 50 mg/ml. After 5 min of incubation at 37 °C, pellets were dissociated by vortexing and centrifuged at 3000 rpm for 3 min. The supernatant was collected and diluted 50 times to be used for the ELISA following manufacturer’s instructions. Absorbance was determined at 450 nm using the iMark Microplate reader (BioRad).

### Fluorescence-activated cell sorting (FACS) of Olfr78-GFP^+ve^ cells

Colon crypts from 4- to 7-month-old mice were isolated as described above and then resuspended in 4 ml of TryplExpress (ThermoFisher Scientific) for 15 min at 37 °C under agitation at 75 rpm. Ups-and-downs were performed with a P1000 pipette and incubated for a further 25 min at 37 °C and 75 rpm. After a second round of ups-and-downs, 8 ml of binding buffer [PBS-2 mM EDTA-2% BSA (Sigma-Aldrich) (w/v)] was added and the mix was passed through a 40 µm filter (Avantor). Cells were centrifuged at 1300 rpm for 10 min and the pellet was washed with 4 ml of binding buffer. After centrifugation at 1300 rpm for 3 min, cells were incubated with a Phycoerythrin-coupled anti-Epcam antibody (BD Biosciences) at 1/100 (v:v) in binding buffer for 30 min on ice. After 3 washes with binding buffer, cells were sorted using a FACS Aria I cytometer (BD Biosciences). FSC and SSC intensities were used for debris and doublets’ exclusion. GFP^+ve^ cells were identified using the FITC channel (Olfr78-GFP line) and Epcam through the PE channel. Epcam^+ve^/GFP^+ve^ cells were sorted from 2 pools of 2 HE (1028 and 2511 cells for each pool) and 2 KO mice (1123 and 1506 cells for each pool). Five thousand Epcam^+ve^/GFP^-ve^ cells were collected from a WT mouse as 2 individual samples. The cells were collected in QIAzol lysis reagent (Qiagen).

### Bulk RNA sequencing and Gene Set Enrichment Analysis (GSEA)

RNA was extracted using Rneasy mini kit or miRNeasy microkit (Qiagen) for crypts and sorted cells, respectively, following manufacturer’s instructions, including the on-column DNAse step. RNA quality was checked using a Fragment Analyzer 5200 (Agilent Technologies). Indexed cDNA libraries were obtained using the Ovation Solo RNAseq systems (Tecan) following manufacturer recommendations. The multiplexed libraries were loaded on a NovaSeq 6000 (Illumina) and sequences were produced using a 200 Cycles Kit. Paired-end reads were mapped against the mouse reference genome GRCm38 using STAR software to generate read alignments for each sample. The annotation files Mus_musculus.GRCm38.90.gtf was obtained from ftp.Ensembl.org. After transcripts assembly, gene level counts were obtained using HTSeq. For the RNAseq performed on purified colon crypts (Fig. 6), differentially expressed genes with minimum 2 CPM (count per million) in minimum 2 samples were identified with EdgeR method (FDR < 0.2, log_2_ fold change of 0.585) and further analyzed using GSEA MolSig (Broad Institute) (Subramanian et al, 2005). For the RNAseq performed on FACS-sorted cells (Fig. 2), differentially expressed genes with minimum 2 CPM in minimum 2 samples and log_2_ fold change >2 or <−2 were identified with EdgeR method (FDR < 0.001). For the RNAseq performed on FACS-sorted cells (Fig. 3), differentially expressed genes with more than 2 CPM in all the samples were analyzed as (KO mean − WT mean)/[(KO SD + WT SD)/2] is <−2 or >2 and log2-fold change >0.585 or <−0.585. GSEA analysis on these samples was performed using the identified DEGs. Heatmaps were generated using Heatmapper (Babicki et al, 2016).

### Single cell RNAseq (scRNAseq)

Colon tissues from one wild type and one Olfr78-GFP KO mice (respectively, 8 and 6 months old) were cut in small pieces and digested with 0.5 mg/ml Collagenase I (Sigma-Aldrich) for 25 min at 37 °C under agitation at 75 rpm. Ups-and-downs were performed with a 10 ml pipette and the samples were incubated for a further 20 min at 37 °C and 75 rpm. An equal volume of PBS-5 mM EDTA was added, and cells were centrifuged for 10 min at 50 g. Pelleted cells were digested with 5 ml of Trypsin 0.25% (Gibco) for 25 min at 37 °C and 75 rpm. Cells were pipetted up and down, passed through a 40 µm filter and pelleted at 50 g for 10 min. The pellet was washed 3 times with PBS-BSA 0.04% (w/v). Cell viability was evaluated by propidium iodide/Acridine Orange staining (85.9% and 90.3% viability in the WT and the KO, respectively) before processing through the Chromium Next GEM Single Cell 3’ Reagent Kits V3.1 (10X Genomics) and sequenced on a Novaseq 6000 (Illumina).

Data were analyzed through the Seurat Package in R (Stuart et al, 2019) keeping only cells having between 1500 and 30,000 counts and less than 30% of genes coming from the mitochondrial genome. SCTransform was used as the scaling method (Hafemeister and Satija, 2019). The UMAPs were made using 20 dimensions and the clustering resolution was 0.3 for epithelial cells and 1 for enteroendocrine cells.

### Microbiota analysis

Mice were randomly allocated to cages at weaning. Stools were collected either at different time points during mouse lifetime or at sacrifice and stored at −80 °C. Metagenome analysis was performed by Eurofins Genomics and SCFA concentration quantification was performed by Creative Proteomics using gas chromatography. To analyze the relative prevalence of *Turicibacter sanguinis* by qPCR in the fecal microbiota, DNA was extracted from the stool after digestion with proteinase K (Sigma-Aldrich), followed by isopropanol and ethanol precipitation. 25 ng of DNA was used to perform qPCR to quantify the relative amount of *Turicibacter sanguinis* compared to universal 16 S rDNA levels.

### Statistical analysis

Statistical analyses were performed with Graph Pad Prism version 10. All experimental data are expressed as mean ± SEM. The significance of differences between groups was determined by appropriate parametric or non-parametric tests as described in Figure legends.

## Supplementary information

Peer Review File

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Expanded View Figures

## Data Availability

The datasets produced in this study are available at GSE229814.

# Supplementary material for: The olfactory receptor Olfr78 promotes differentiation of enterochromaffin cells in the mouse colon
**Source:** EMBO Rep. 2023 Dec 15;25(1):19. doi: 10.1038/s44319-023-00013-5
**Supplement:** Supplementary file 7 — Expanded View Figures

## Expanded View Figures

**Figure EV1. SCFA receptors exhibit unique expression profiles along the small intestine and colon.**

(A) Representative RNAscope pictures of mesenchymal expression of Olfr78 in the gut. (B) Representative RNAscope pictures of mesenchymal expression of Olfr558 in the colon. (C) Representative RNAscope pictures of Ffar3 expression in myenteric plexuses in the gut. (D) Representative RNAscope pictures of mesenchymal expression of Ffar2 in the ileum. Data information: Scale bars: 100  $\mu\text{m}$  (low views) or 25  $\mu\text{m}$  (insets). Arrowheads identify isolated SCFA-expressing cells.

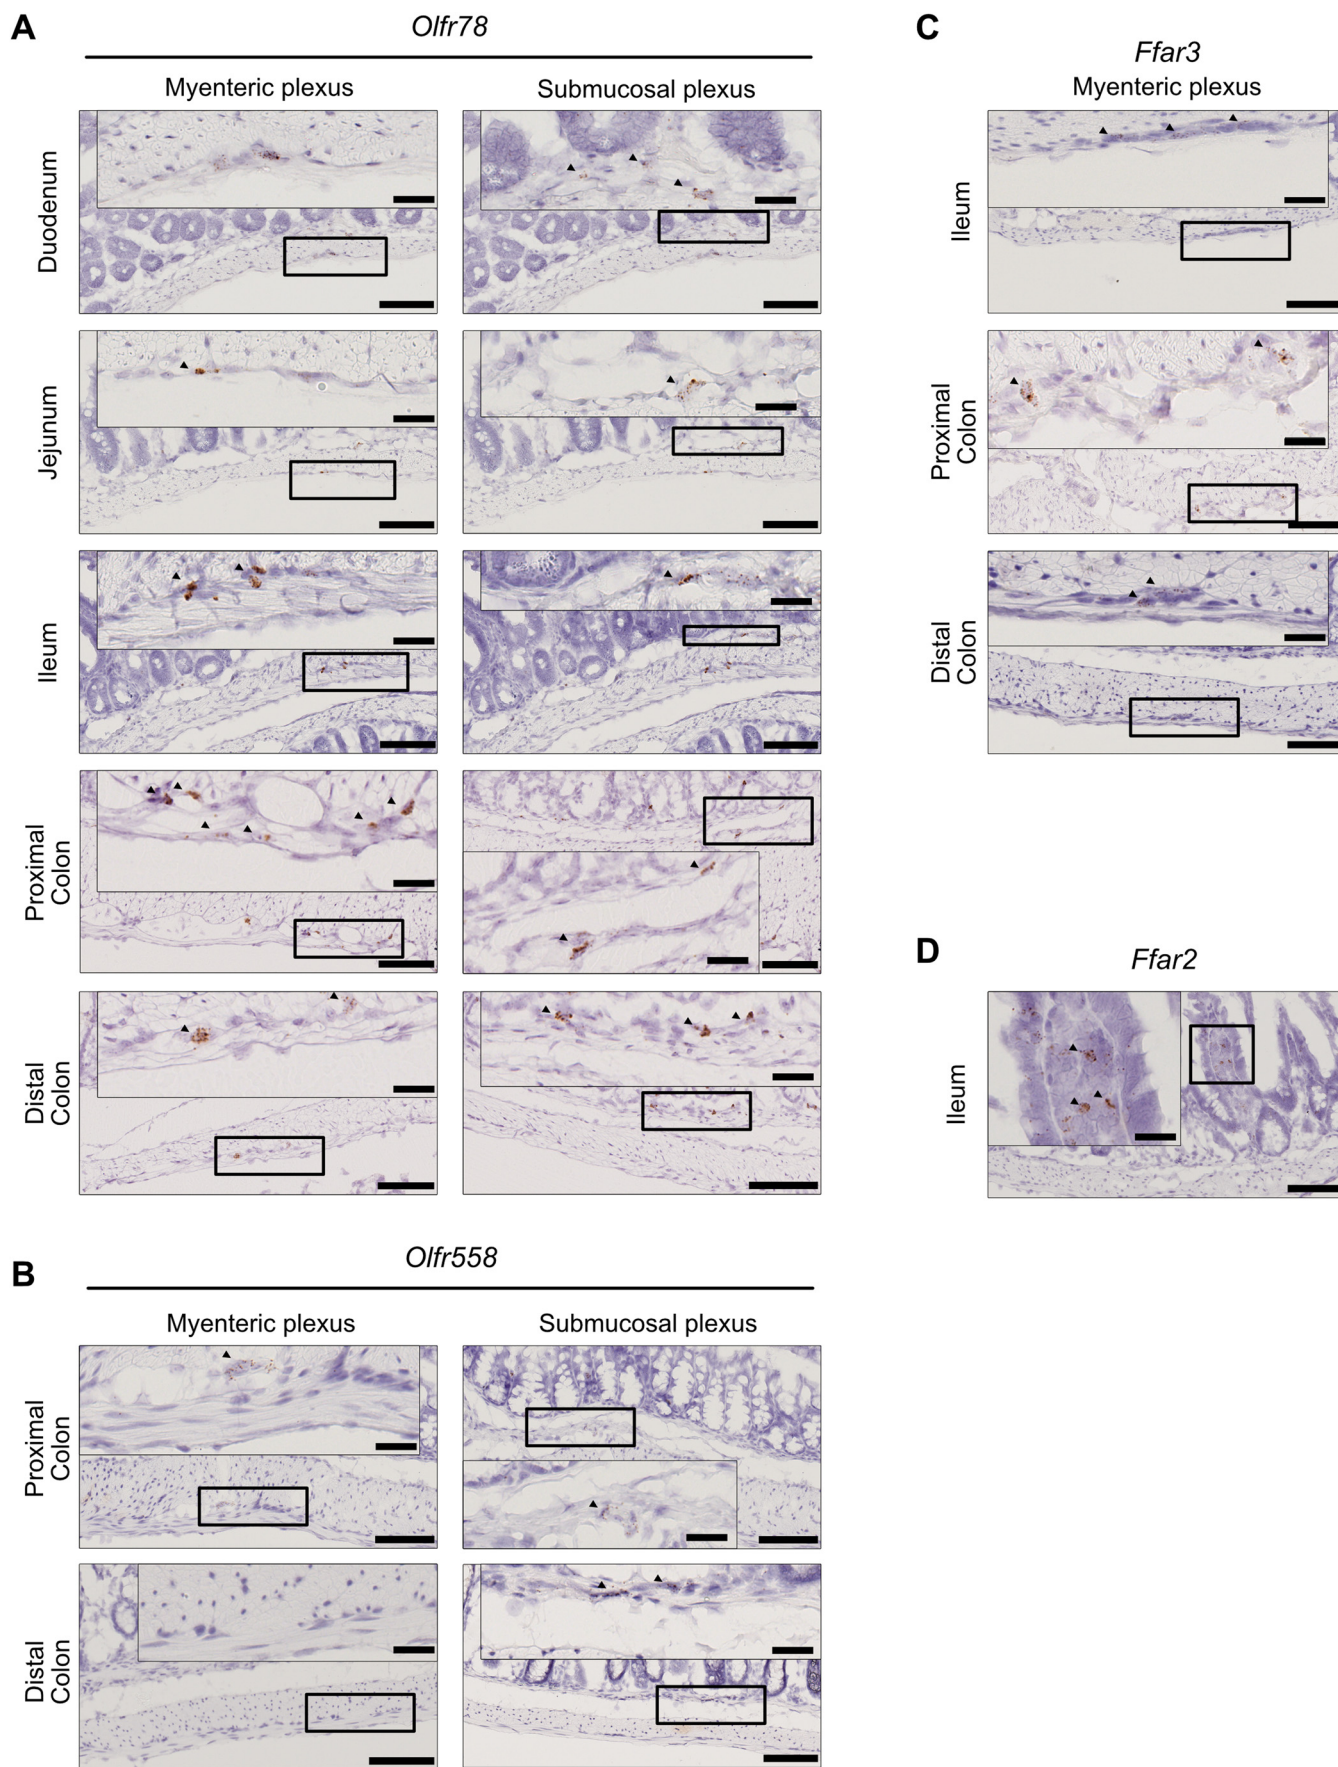

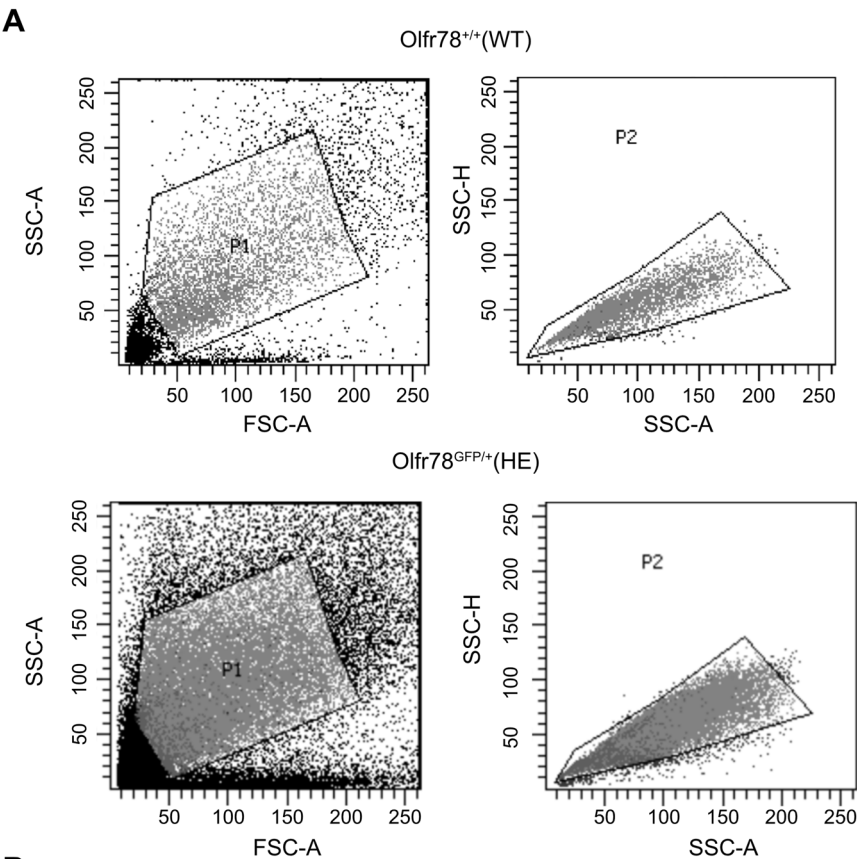

**B**

| Up         |             |           |
|------------|-------------|-----------|
| Gene       | Log2FC      | FDR       |
| Amigo2     | 9.15848307  | 1.11E-114 |
| Slc18a1    | 6.79241159  | 1.67E-103 |
| Celf3      | 7.61408531  | 2.95E-100 |
| Trph1      | 6.61902534  | 9.38E-98  |
| Cpe        | 6.44741623  | 2.23E-94  |
| Chga       | 6.36548722  | 1.77E-91  |
| Man1c1     | 6.74444704  | 1.58E-87  |
| Map1b      | 6.49923649  | 2.73E-87  |
| Neurod1    | 6.84702226  | 7.93E-85  |
| Klf1a      | 6.01803633  | 7.50E-83  |
| Chab       | 6.20893923  | 1.07E-82  |
| 1810006J02 |             |           |
| Rik        | 7.14903542  | 2.40E-82  |
| Wif1       | 6.76009617  | 3.47E-80  |
| Ptprn      | 6.37906213  | 2.98E-78  |
| Gnap1      | 6.34003023  | 1.25E-77  |
| Cerkl      | 6.96501199  | 5.09E-77  |
| Runx11     | 6.95662951  | 5.95E-75  |
| Rimbp2     | 5.56144189  | 3.18E-73  |
| Peski1n    | 7.34781804  | 2.14E-72  |
| Slc38a11   | 5.71212377  | 1.96E-70  |
| Down       |             |           |
| Lpo        | -4.08743095 | 2.35E-51  |
| mt-Atp8    | -3.96886994 | 4.88E-43  |
| mt-Atp6    | -3.51520681 | 8.00E-35  |
| mt-Co2     | -3.27504437 | 1.36E-28  |
| Nov        | -2.91734831 | 1.18E-26  |
| Klk1       | -2.84714055 | 2.51E-26  |
| Gm28439    | -3.05479056 | 4.89E-24  |
| Spink4     | -2.80673265 | 3.79E-20  |
| Tg         | -11.6632431 | 3.27E-19  |
| Acpp       | -5.45734642 | 7.55E-19  |
| Sult1c2    | -3.42806109 | 2.31E-17  |
| Gm10222    | -2.80082698 | 4.17E-17  |
| Hells      | -2.87316541 | 1.38E-16  |
| Hmgb2      | -2.40677088 | 2.46E-16  |
| mt-Co3     | -2.55896806 | 3.03E-16  |
| Krt14      | -4.37611909 | 3.99E-16  |
| Mntx1      | -2.29087238 | 4.37E-16  |
| Edn1       | -3.28661953 | 6.58E-16  |
| Svalf1     | -3.3470063  | 1.72E-15  |
| Gm1123     | -2.59013523 | 5.57E-15  |

**C**

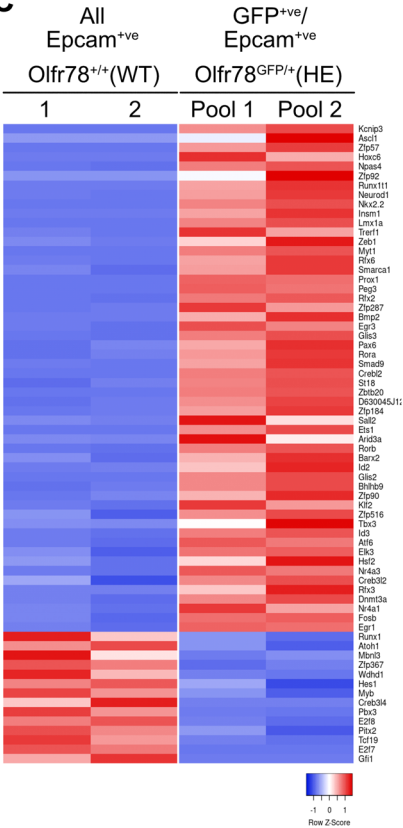

◀ **Figure EV2. Olfr78 is expressed in different subtypes of enteroendocrine cells in the colon.**

(A) FACS strategy for initial population selection and doublets exclusion. (B) List of the 20 most up or downregulated genes in Epcam<sup>+</sup>/GFP<sup>+</sup> cells as compared to all Epcam<sup>+</sup> cells, ranked by FDR. (C) List of significantly up and downregulated transcription factors in Epcam<sup>+</sup>/GFP<sup>+</sup> cells as compared to all Epcam<sup>+</sup> cells.

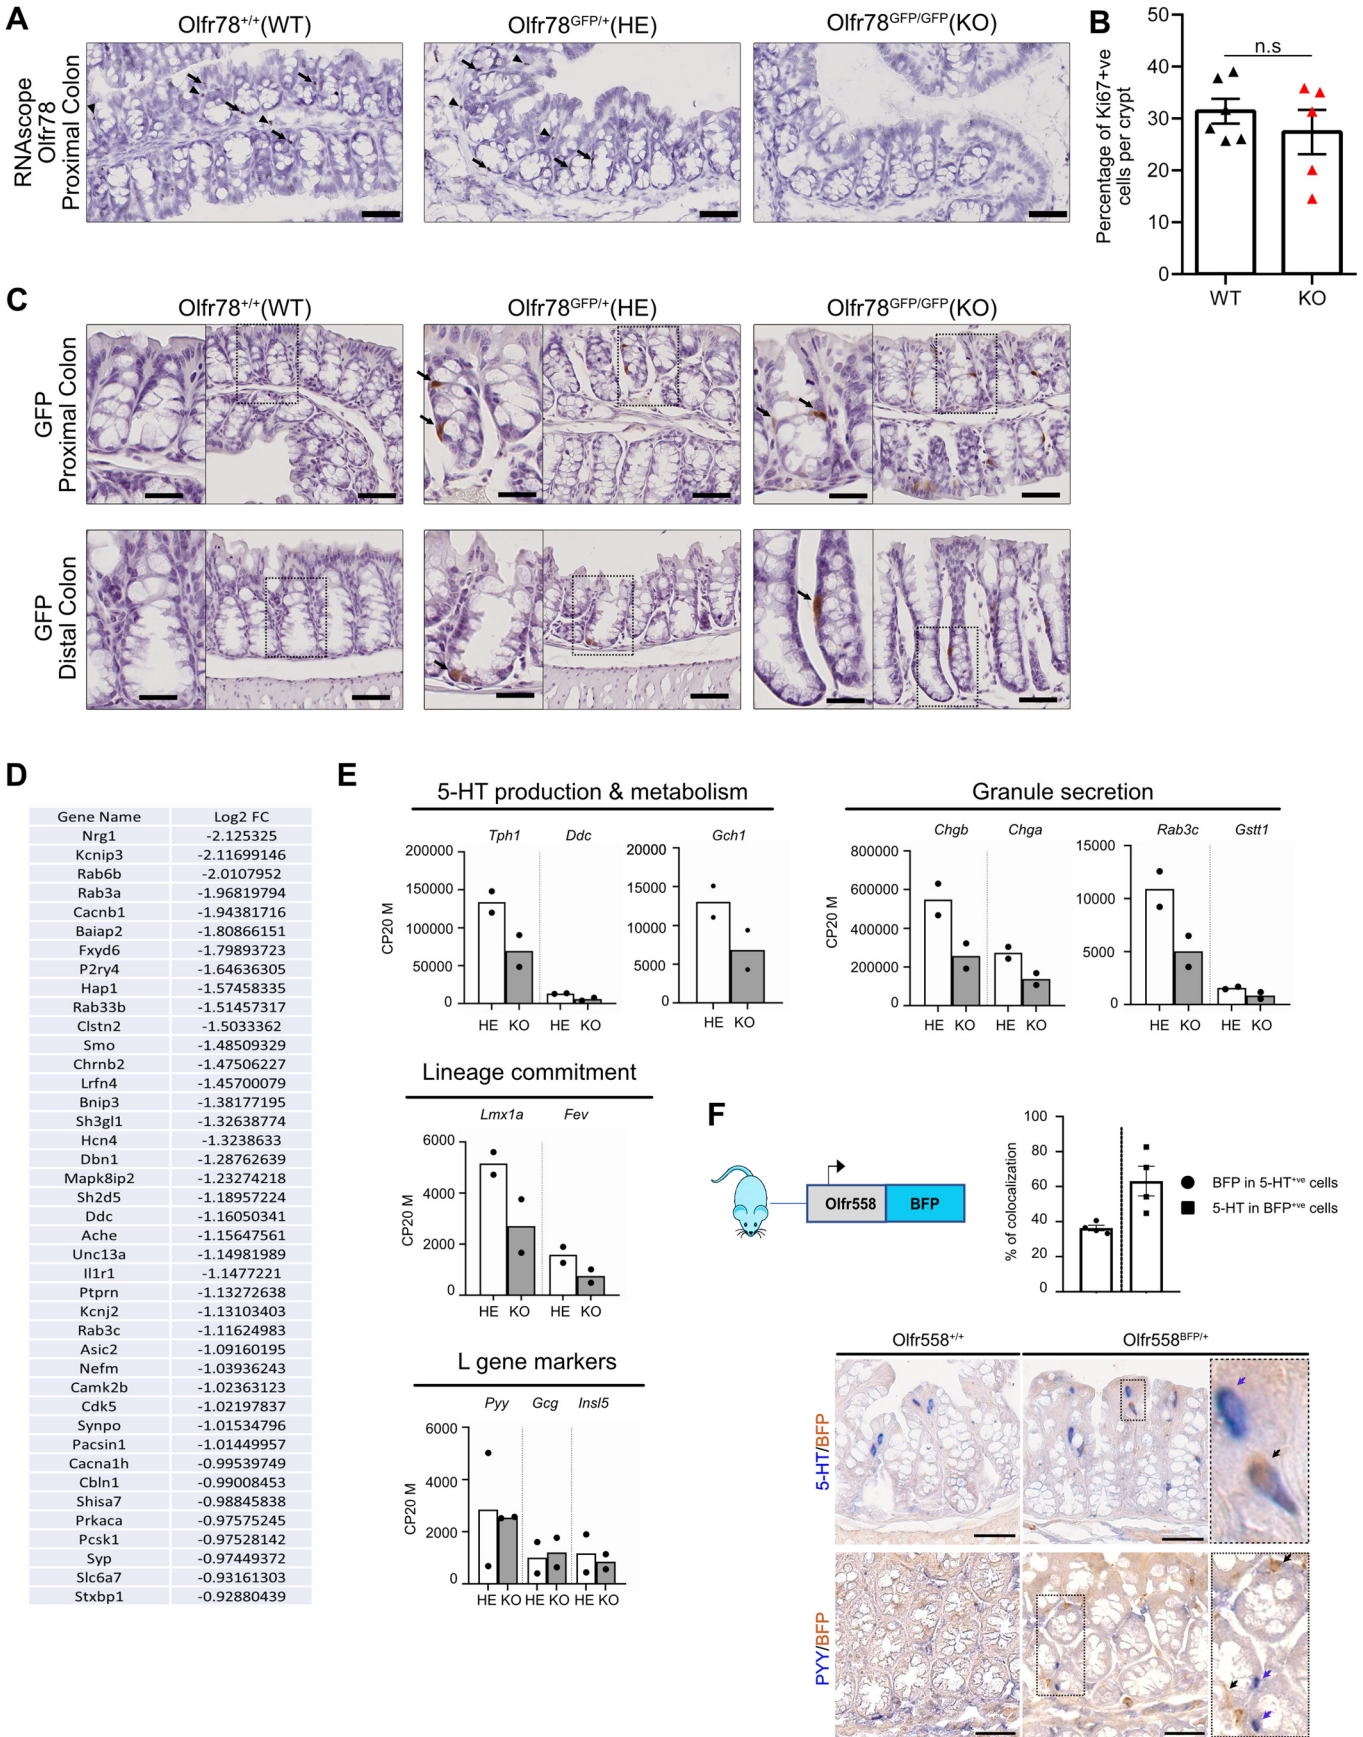

**Figure EV3. Loss of Olfr78 impairs terminal differentiation into enterochromaffin cells.**

(A) Olfr78 expression in proximal colon of WT, HE and Olfr78-GFP KO mice analyzed by RNAscope. Arrows and arrowheads identify epithelial and mesenchymal Olfr78-expressing cells, respectively. (B) Quantification of cell proliferation (Ki67<sup>+</sup> cells) in proximal colon crypts of Olfr78-GFP WT and KO mice. Each symbol indicates the value for a given mouse ( $n = 6$  WT, 5 KO). (C) GFP expression in proximal colon of WT, HE and Olfr78-GFP KO mice analyzed by Immunohistochemistry. (D) List of downregulated genes in Olfr78-GFP KO Epcam<sup>+</sup>/GFP<sup>+</sup> cells related to GSEA pre- or post-synapse gene lists, ranked by Log<sub>2</sub>(Fold Change). (E) Histograms showing the expression of target genes in the bulk RNAseq from Fig. 3D. CP20M: counts per 20 million mapped reads. (F) Upper panel: Quantification of colocalization between 5-HT or PYY and BFP in the newly generated Olfr558-BFP mouse line (BFP cassette replacing the Olfr558 coding region). Each symbol indicates the value of a given mouse ( $n = 4$ ). Lower panel: Representative pictures of double immunohistochemistry showing 5-HT/BFP and PYY/BFP co-stainings in proximal colon of Olfr558-BFP WT or HE mice. Data information: Scale bars: 50  $\mu$ m (A, C and F) or 25  $\mu$ m (A and C, inset). Data are represented as mean  $\pm$  SEM.; unpaired t-test, n.s = not significant.

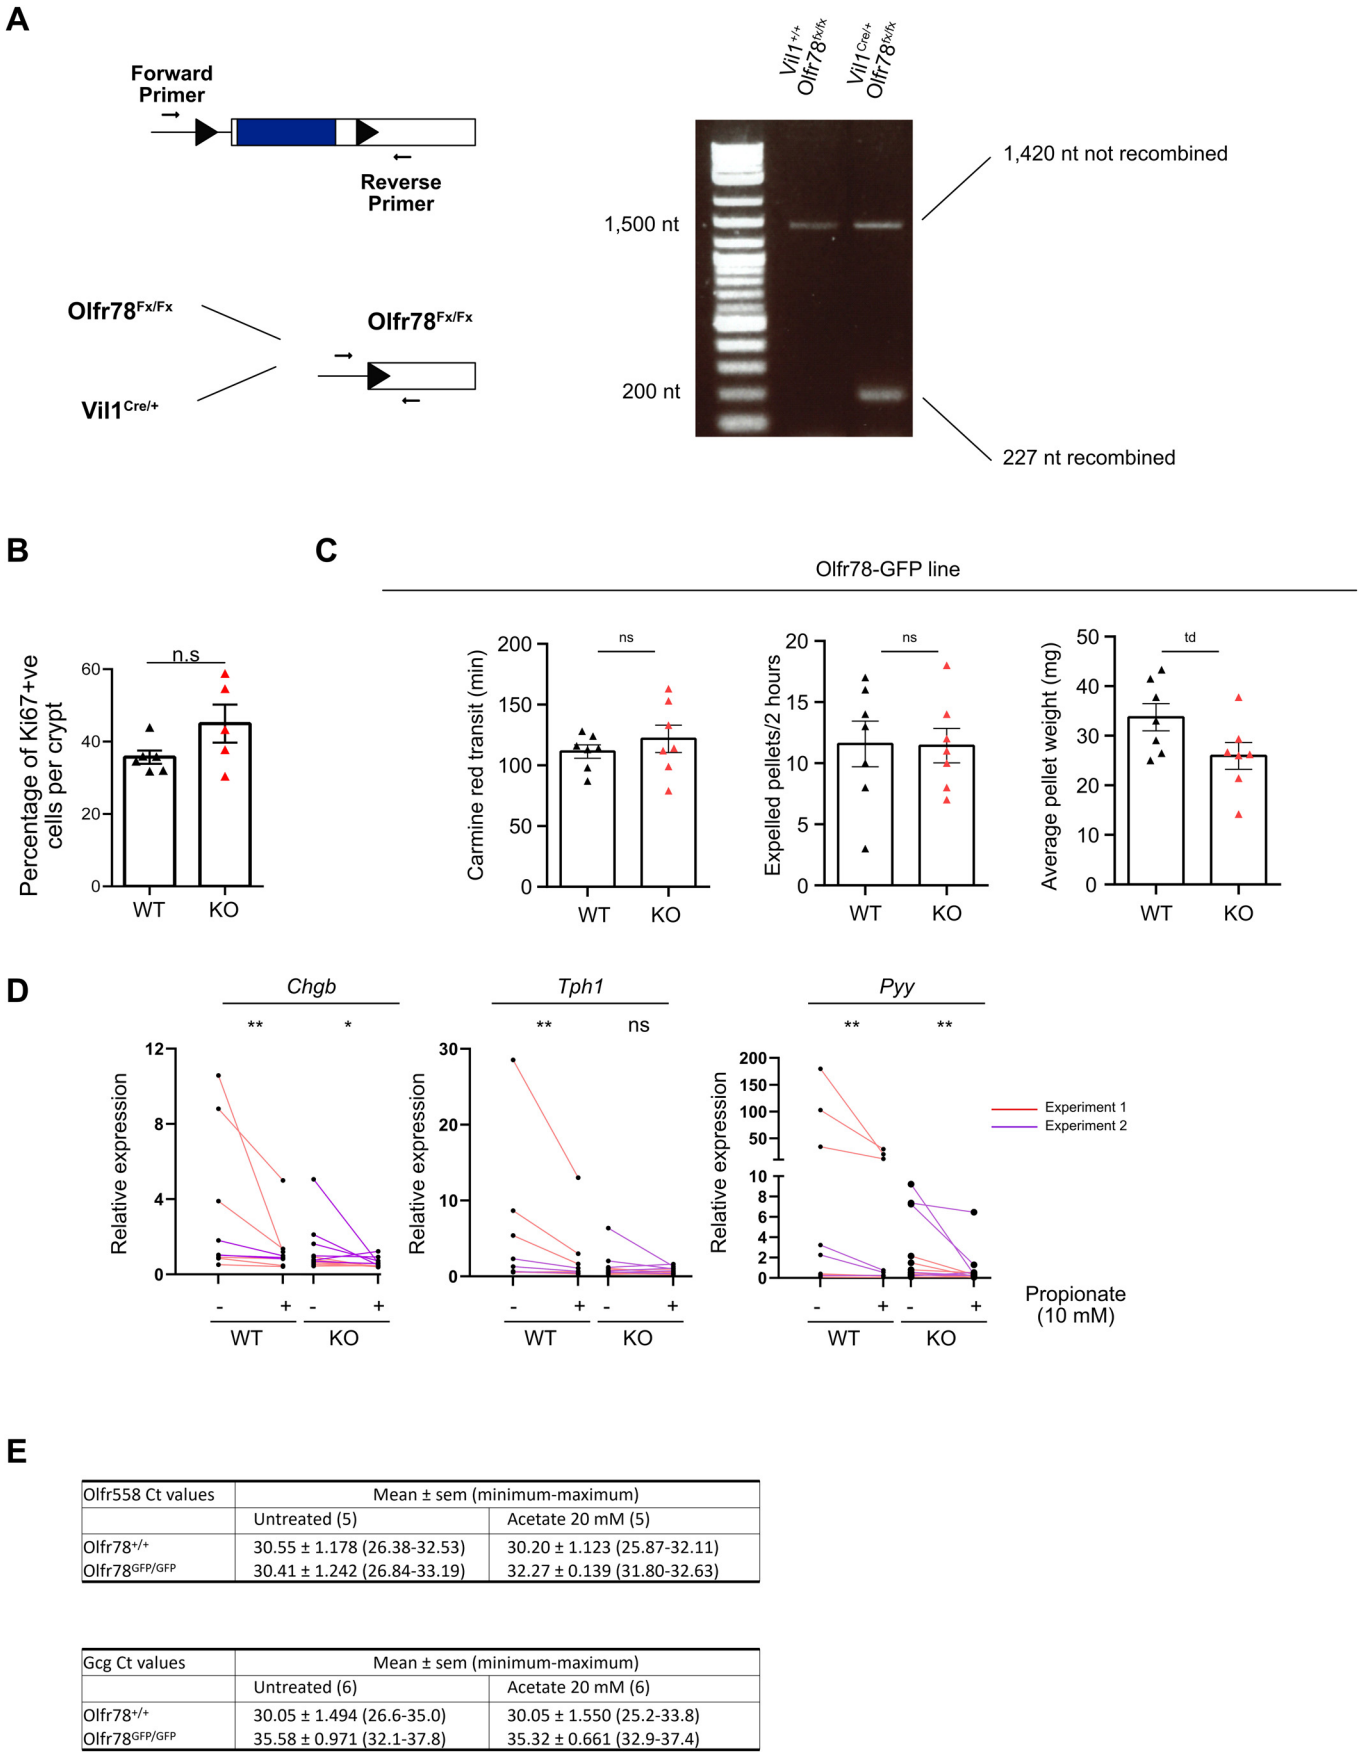

◀ **Figure EV4. Terminal differentiation into serotonin-producing cells is regulated by epithelial Olfr78 expression.**

(A) Left: PCR strategy for loxp sites recombination verification in  $Vil1^{Cre/+}$ - $Olfr78^{fx/fx}$ . Right: Gel electrophoresis showing WT and recombinant bands in  $Vil1^{Cre/+}$ - $Olfr78^{fx/fx}$ . (B) Quantification of Ki67<sup>+</sup> cells in proximal colon crypts of  $Olfr78$ -GFP WT and KO mice. Each symbol indicates the value for a given mouse. (C) Histograms showing the transit time of carmine red (left), the number of fecal pellets expelled during 2 h (middle) and the average wet stools weight (right) in  $Olfr78$ -GFP WT or KO mice. Each symbol indicates the value for a given mouse ( $n = 7$  WT and 7 KO). (D) Graphs showing the relative expression levels of EEC markers analyzed by qRT-PCR on colon organoids after 48 h of treatment with propionate at 10 mM. Data are reported as the relative expression levels in treated and control conditions in  $Olfr78$ -GFP WT and KO organoids. Each symbol indicates the individual value of a given organoid line in each experiment ( $n = 3$ –6 WT and 6 KO). Colored lines identify paired samples in 2 independent experiments. (E) Raw cycle threshold values obtained from qPCR experiments performed on  $Olfr78$ -GFP WT or KO organoids (mean  $\pm$  SEM). Data information: Data are represented as mean  $\pm$  SEM.; (B, C) unpaired t-test n.s = not significant; td: tendency ( $p = 0.0673$ ), (D) Wilcoxon matched-pairs signed rank test, n.s = not significant, \* $P < 0.05$ , \*\* $P < 0.01$ .

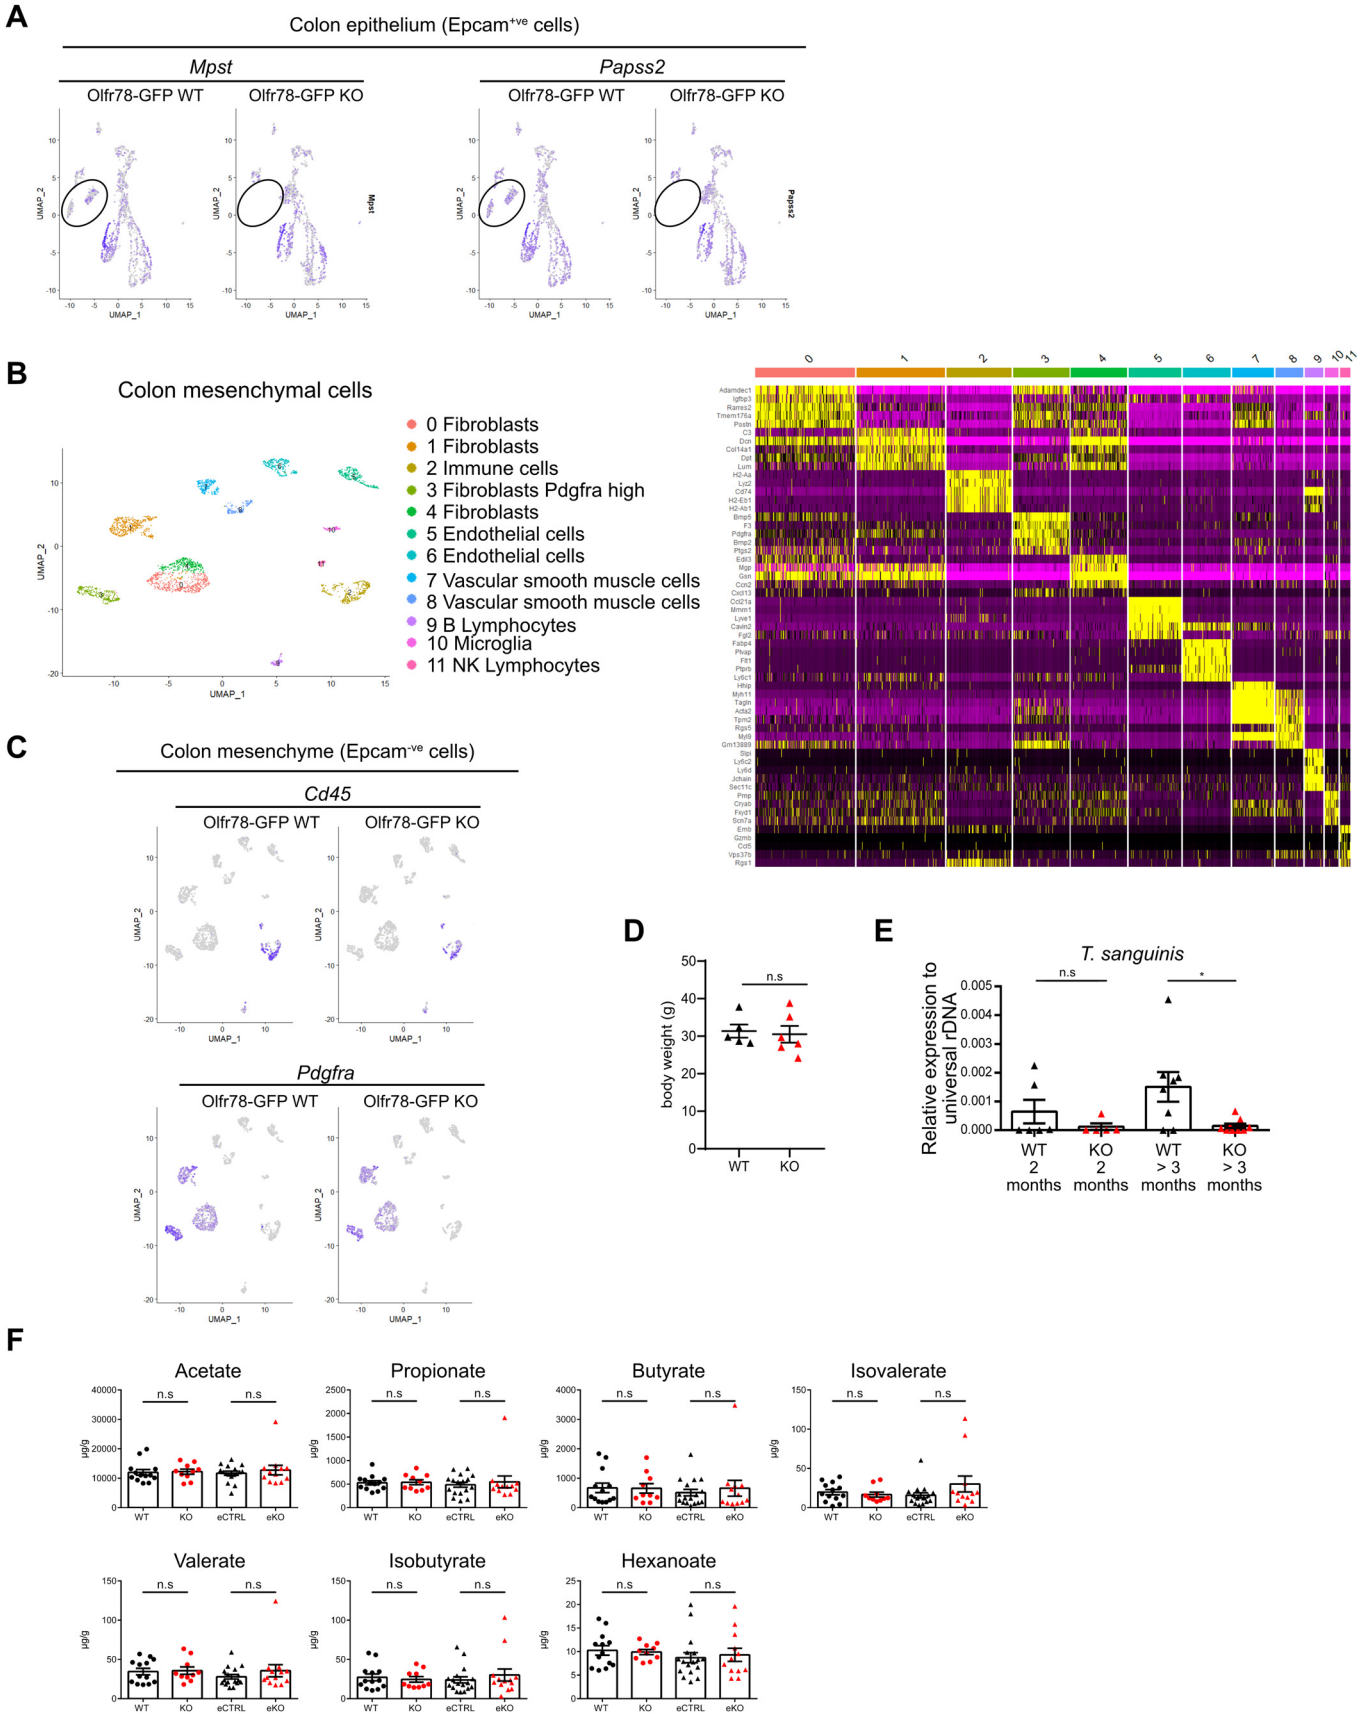

**Figure EV5. Loss of Olfr78 expression alters colon homeostasis.**

(A) Umap of Olfr78-GFP WT and KO colon epithelial cells showing *Mpst* or *Papss2* expression. Circles identify enriched clusters differentially present in WT and KO mice. (B) Left panel: Merged UMAP of colon mesenchymal cells from Olfr78-GFP WT and Olfr78-GFP KO mice. Right panel: Heatmap showing the top 5 markers of each cluster of the UMAP. (C) Umap of Olfr78-GFP WT and KO colon mesenchymal cells showing *Cd45* or *Pdgfra* expression. (D) Weight of adult Olfr78-GFP mice. Each symbol indicates the value for a given mouse ( $n = 5$  WT and 6 KO). (E) Analysis of *Turicibacter sanguinis* prevalence by qPCR in the fecal microbiota of Olfr78-GFP WT or KO mice at different ages. Each symbol indicates the value for a given mouse ( $n = 6-8$  WT and 5-9 KO). (F) Quantification of fecal SCFA concentrations. Each symbol indicates the value for a given mouse (Olfr78-GFP line:  $n = 13$  WT and 10 KO; VilCre/Olfr78-Fx line:  $n = 17$  controls and 12 eKO). Data information: Data are represented as mean  $\pm$  SEM.; (D, E, F) Mann-Whitney tests, (E), n.s = not significant; \* $P < 0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

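RNA was measured in 18 libraries, 6 of sorted colon epithelial cells (2 Epcam +ve samples of 1 WT mouse, 2 GFP +ve pools of HE mice and 2 GFP +ve pools of KO mice, each pool from 2 mice) and 12 of colon crypts, 1 mouse each (2 WT and 5 KO mice of the Olfr78-GFP line, 3 control and 2 eKO mice of the Vil1 Cre/+-Olfr78 fx line). Samples were grouped by the titles of the archive. The sorted cells and the crypts of the Olfr78-GFP line share 1 deposited table, and the crypts of the other line have their own. Both list the same 52636 gene IDs, and all their columns were used.

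According to the methods, the authors mapped paired-end reads to GRCm38 with STAR and counted them per gene with HTSeq. For the sorted cells, the authors deposited a signal per gene and library, the gene's reads scaled to 20000000 per library and rounded up to whole numbers, which Fig. EV3E calls CP20M. For the crypts of both lines, the authors deposited a score per gene and library made in the same way, where 1 read was worth 1.82 to 3.24 CP20M. The library totals of the tables were 20008418 to 20018145, slightly above 20000000, as rounding up gives. The reads on genes were recovered by finding, for each library, the size at which the values are whole reads scaled and rounded up. Between 99.84% and 99.99% of the values of a library came out whole. The recovered reads on genes were 2237474 and 1946872 in the Epcam +ve samples, 1738136 and 1499832 in the HE pools, 532702 and 1721174 in the KO pools, 7510619 and 8837737 in WT crypts, 7242603, 6175301, 8429347, 8690381 and 8836499 in KO crypts, 7676784, 10224748 and 8453237 in control crypts and 7827821 and 10995288 in eKO crypts. One read was worth 8.94 to 13.3 CP20M in the sorted libraries other than KO pool 1, where it was worth 38.

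The design written before the data were examined assumed values scaled to 20000000 reads, tested with limma, and tests of counts as alternatives. The values turned out to hold whole reads, and the design was kept. For HE pools against Epcam +ve samples, the tests of counts called 758 genes (edgeR quasi-likelihood) and 691 genes (DESeq2) against 287 by limma. For KO against HE pools they called 0 genes, with 499 at an unadjusted p-value under 0.05, and 8 genes, and for the crypts of both lines 9 and 38 genes.

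Genes with at least 40 CP20M, which is 2 CPM, in at least 2 of the samples compared were tested. For KO against HE pools the gene had to exceed 40 CP20M in all 4 pools. The test was limma with a trend of the spread with expression on log2(CP20M + 10), with Benjamini-Hochberg adjustment. The thresholds were an adjusted p-value under 0.001 and a log2 fold change beyond 2 for HE pools against Epcam +ve samples, an adjusted p-value under 0.05 for KO against HE pools, and an adjusted p-value of at most 0.2 and a log2 fold change beyond 0.585 for the crypts. The first and the last follow the paper's methods, which used edgeR. For KO against HE pools the criterion of the methods was also applied, a difference of means beyond 2 times the average of the SDs and a log2 ratio of the means beyond 0.585. The crypts of both lines were tested together with the line as a covariate, each line alone, and for a difference of the genotype effect between the lines. Tests stayed within a table, except for the alternative without the covariate for the line and the multidimensional scaling of all 12 crypt libraries.

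The numbers of pools and mice in the sample titles are the same between groups and come from the titles alone. They name different animals, and whether same-numbered libraries deviate together was checked across genes. The correlation was 0.06 for HE pools and Epcam +ve samples, -0.26 for KO and HE pools, -0.02 for KO and WT crypts and 0.50 for eKO and control crypts. In fits with the mouse number as a block, KO mice 3, 4 and 5 and control mouse 3 have no same-numbered partner and add nothing to the genotype effect. Gene lists were written by hand from the paper's figures or from general knowledge before the data were examined, except those for cell stress and squamous epithelium. A list's median log2 fold change was compared with 10000 random lists of the same size, matched on mean expression in 20 bins. This rank is a description across genes, which it treats as independent, and no test between pools or mice. The genes named in the text were chosen before the data were examined by this rule: every gene the paper names for these data in its text or in Figs. 2B-E, EV2B, 3E, EV3D and EV3E, for each comparison the 5 genes with the smallest p-values among those past the thresholds in each direction, and any gene of the hand-written lists past the thresholds. Some of these genes are not reported here. The alternatives tried were pseudocounts of 1 and 40, median-of-ratios rescaling, the quasi-likelihood test of edgeR and DESeq2 on the recovered reads, other filters, no trend of the spread, the library number as a block, all libraries of a tissue in 1 fit, no covariate for the line, the population SD or the log scale for the criterion, and leaving out each library in turn. A further 25 alternatives were added after seeing the data.

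The tests were tested on simulated reads drawn with the means, the trend of the dispersion and the depths of the real libraries, with 200 genes changed among those expected at more than 10 reads in the shallowest library. With a log2 change of 4 for HE pools against Epcam +ve samples, limma called 200 of the 200. With a log2 change of 2, it called 137 for KO against HE pools, 200 for the crypts of both lines, 199 for KO against WT crypts and 187 for eKO against control crypts. The criterion of the methods called 194 of the 200 and 1663 of the unchanged genes, and limma 0 of the unchanged genes in the same comparison. Limma also called 0 of the unchanged genes for HE pools against Epcam +ve samples, 27 for the crypts of both lines, 24 for KO against WT crypts and 60 for eKO against control crypts.

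Coordinates were taken from an annotation of GRCm38 that holds 52403 of the 52636 IDs and is not the release the authors counted with. In the tables 15 symbols had been changed to dates and 96 were shared by more than 1 ID, and all genes were followed by ID. Genes with near-identical copies, among them *Gm8979*, the *Trim12* and *Trim30* families, *Gsdmc* and *Reg3* genes and the mitochondrial pseudogenes *Gm10222* and *Gm28439*, and overlapping or antisense genes such as *AC123830.1*, are uncertain where the authors' counting could have split or shared reads. The software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. The enrichment analyses against public gene set collections, the single-cell data, the quantitative PCR, the stainings, the microbiome and the organoids were not analysed here.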

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

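Of the tests in this part, the look at the genes near *Olfr78* in the sorted pools was chosen only after the result was seen, and the rule for reading their directions was changed after a first result.

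A signal outside the genes the paper discusses appeared on chromosome 7. In the Olfr78-GFP line, 28 of the 114 genes tested within 5 Mb of *Olfr78* were called between KO and WT crypts by limma, *Olfr78* included, 24.6% against 9.37% of the genes elsewhere (Fisher's exact p = 1.9e-06). Of these, 16 were higher and 12 lower in KO crypts, and 8 of the genes called with a log2 fold change beyond 2 lay in this window, against 10 in the rest of the genome. Of 15453 windows of the same width around tested genes, 1.26% held as large a share of called genes. These include the windows around *Olfr78* and its neighbours, so that the share among other regions alone was not counted. Within 1 Mb there was no excess, with 2 of 21 genes called (9.52% against 9.48% elsewhere, Fisher's exact p = 1), and within 10 and 20 Mb 33 of 167 (19.8%) and 53 of 292 (18.2%) were called. In the Vil1 Cre/+-Olfr78 fx line, 1 of 108 genes in the window had an unadjusted p-value under 0.05.

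A difference between the 2 lines was tested for every gene as an interaction of line and genotype. Of 16447 genes, 5 passed an adjusted p-value of 0.2 from limma (1442 at an unadjusted p-value under 0.05), and all 5 lay within 5 Mb of *Olfr78*, which 117 of the genes tested did. The log2 fold change was larger in the Vil1 Cre/+-Olfr78 fx line by 6.26 (standard error 0.49, adjusted p = 8.6e-05) for *Gm8979*, 4.45 (standard error 0.44, adjusted p = 7.5e-04) for *Trim12a*, 3.38 (standard error 0.51, adjusted p = 0.0703) for *Trim30d*, 2.72 (standard error 0.43, adjusted p = 0.0879) for *AC123830.1* and 2.45 (standard error 0.43, adjusted p = 0.176) for *Gm27149*, adjusted p-values from limma. *Gm8979* had 9603 and 9412 CP20M in WT crypts, 78, 62, 84, 173 and 154 in KO crypts, 5526, 10221 and 9320 in control crypts and 6010 and 8853 in eKO crypts, and *Trim12a* had 269 and 360, 6, 13, 3, 3 and 3, 318, 370 and 554 and 322 and 535, in the same order. All 5 genes were lower in every KO mouse than in both WT mice. *Gm8979*, *Gm27149* and the *Trim* genes have near-identical copies and *AC123830.1* overlaps *Trim34a* on the other strand, so the values of single genes are uncertain.

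A technical explanation is DNA around *Olfr78* that came with the targeted allele from another mouse strain, whose sequence or copies of these genes differ from the reference. The excess of 28 called genes near *Olfr78* in the line with the targeted allele, and its absence in the other line, is what that explanation predicts. The lack of an excess within 1 Mb rests on 21 genes, too few to tell whether the excess reaches there. Its absence in the other line rests on a fit with few changes anywhere, 127 of 15401 genes at an unadjusted p-value under 0.05. With the mouse number as a block, which gave 497 such genes, the window was not counted. The same explanation predicts the same direction in sorted KO pools against HE pools, which carry fewer copies of the targeted allele. There, 8 of 18 of the genes called near *Olfr78* (44.4%) changed in the same direction as in crypts, against 43.8% of the called genes elsewhere, and 12 of 27 without the filter, which here asked for 40 CP20M in at least 2 of the 4 pools. The counts show no excess. Not every gene called near *Olfr78* need come from linked DNA, so that they cannot rule it out. Of the 5 genes that differed between the lines, *Gm8979* had 15026 and 12287 CP20M in the Epcam +ve samples, 2992 and 601 in the HE pools and 76 and 163 in the KO pools (log2 fold change -3.47 for KO against HE). *Trim12a* had 135 and 216, 35 and 161 and 0 and 12, and *Trim30d* 179 and 175, 58 and 0 and 0 and 24, in the same order, so that the means of these 3 genes fell with each copy of the targeted allele, as linked DNA predicts. The KO and HE pools of *Trim30d* overlapped. *Gm27149*, with 778 and 730, 185 and 67 and 338 and 140, was not lower in KO than HE pools, and *AC123830.1* had at most 41. The Epcam +ve samples also differ in cell type. In the library labelled eKO mouse 1, with 21 CP20M of *Olfr78*, *Gm8979* had 6010 against 5526, 10221 and 9320 in control mice, *Trim12a* 322 against 318, 370 and 554 and *Trim30d* 371 against 337, 593 and 795, so that low *Olfr78* in crypts did not go with lower values of these genes in that mouse. Genes of this window may therefore add to the difference between KO and WT crypts without a role of the receptor.

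A sample lay far from the others of its group for *Reg4*, with 907 CP20M in KO crypt mouse 4 against 4192, 5127, 4705 and 4251 in KO mice 1, 2, 3 and 5. The gap to the next mouse was 0.778 of the range of the group, above Dixon's critical value of 0.71. This was 1 of 50 groups of 5 tested, of which 2.5 are expected by chance. The library had 8690381 reads on genes, within the range of its group, so that depth does not account for the value. The other technical explanations and a biological one were not tested.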

How the results depend on the processing

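Of the tests in this part, the 25 alternatives marked as added were chosen only after the result was seen, 10 for HE pools against Epcam +ve samples, 8 for the crypts of both lines, 5 for the difference between the lines and 1 each for limma and the criterion between KO and HE pools. Over the log2 fold changes of named genes, 126 results were recomputed under 1363 alternatives. Of these, 1078 kept direction and side of the threshold (or, without a test, stayed within the spread between replicates), 56 became weaker, 38 stronger, 172 values without a test moved by more than that spread, and 19 reversed. The cause was not tested for any change in this part.

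For HE pools against Epcam +ve samples (259 higher and 28 lower), a pseudocount of 1 gave 72 higher and 5 lower, of 40 439 higher and 83 lower, edgeR's quasi-likelihood test 583 higher and 175 lower, DESeq2 548 higher and 143 lower, no trend of the spread 0 higher and 0 lower (5289 at an unadjusted p-value under 0.05), and all 6 sorted libraries in 1 fit 113 higher and 4 lower. At least 40 CP20M in every sample gave 117 lower and no filter 43 lower, with the higher counts within 1.5 times. The library number as a block gave 406 higher and 117 lower, while same-numbered libraries, from different mice, had a correlation of 0.06 between their deviations. Median-of-ratios rescaling stayed within 1.5 times in both directions. Of the added alternatives with edgeR on the recovered reads, the likelihood-ratio test gave 1043 higher and 408 lower, the exact test 928 higher and 378 lower, with separately estimated dispersions 924 higher and 373 lower, and the likelihood-ratio test with all 6 sorted libraries 911 higher and 305 lower. With the deposited values taken as counts, the likelihood-ratio test gave 906 higher and 339 lower, with separately estimated dispersions 917 higher and 331 lower, the exact test 894 higher and 331 lower, with separately estimated dispersions 871 higher and 311 lower, and the quasi-likelihood test 139 higher and 8 lower.

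For KO against HE pools, the criterion of the methods (384 higher and 1187 lower) gave 608 higher and 1860 lower with 40 CP20M required in only 2 pools, 985 higher and 2711 lower without a filter, 624 higher with the population SD, 655 higher and 633 lower after median-of-ratios rescaling and 664 lower with the pool number as a block. On the log scale both counts stayed within 1.5 times. The adjusted test (limma with 0 genes and 503 at an unadjusted p-value under 0.05) called 0 in each alternative of the processing except DESeq2 (5 higher and 3 lower), no filter (1 higher and 1 lower) and the added crossed pairs as a block (29 higher and 56 lower).

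For the crypts of both lines (1 higher and 3 lower), edgeR's quasi-likelihood test gave 3 higher and 6 lower, DESeq2 17 higher and 21 lower, the mouse number as a block 9 higher and 18 lower, no trend of the spread 0 higher and 0 lower (1261 at an unadjusted p-value under 0.05), no filter 0 higher (2158 unadjusted) and no covariate for the line 0 higher (1603 unadjusted). Across the 12 fits that each left out 1 mouse, 0 to 1008 genes were higher and 0 to 126 lower. The upper ends come from leaving out the library labelled eKO mouse 1. Of the added alternatives, edgeR's likelihood-ratio test on the recovered reads gave 18 higher and 43 lower, and 35 higher and 41 lower without the line. With the deposited values taken as counts it gave 18 higher and 40 lower, without the line 36 higher and 40 lower, and without the line and with separately estimated dispersions 35 higher and 41 lower. The quasi-likelihood test without the line gave 0 higher (1701 unadjusted), and on the deposited values taken as counts 2 higher with the line and 0 without (1695 unadjusted).

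For KO against WT crypts (1270 higher and 244 lower), a pseudocount of 40 gave 697 higher and 157 lower, 40 CP20M in every sample 700 higher and 162 lower, all 12 crypt libraries in 1 fit 504 higher and 132 lower, and the mouse number as a block 426 lower, while same-numbered mice had a correlation of -0.02. KO mice 3, 4 and 5 add nothing to the effect in the fit with the block. The 5 fits that each left out 1 KO mouse gave 1124 to 1408 higher and 238 to 285 lower. Within a line, called genes were not counted for fits with only 1 WT or 1 eKO mouse. For eKO against control crypts (0 genes, 127 at an unadjusted p-value under 0.05), DESeq2 gave 1 higher and 5 lower, the mouse number as a block 3 higher and 10 lower, and the 3 fits that each left out 1 control mouse 0 to 1 higher and 0 to 3 lower. For the difference between the lines, with 5 genes larger and 0 smaller in the Vil1 Cre/+-Olfr78 fx line (1442 unadjusted), the added alternatives gave 3 larger with a pseudocount of 1, 1 smaller with 40, and 19 larger and 47 smaller with DESeq2.

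Of the gene lists, the presynaptic genes of Fig. 2D moved to a median log2 fold change of 4.38, the intermediate/late genes of Fig. 2E to 6.61 and the late genes to 4.44 with a pseudocount of 1, and the genes of Fig. EV3D to -1.07 after median-of-ratios rescaling.

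Between HE pools and Epcam +ve samples, the direction of *Gcg* reversed with 1 library left out (log2 fold changes of -0.045 to 1.92), as did *Dlg3* (-0.054 to 0.47) and *Isx* (-0.54 to 0.13). Between KO and HE pools, leaving out 1 pool reversed *Pyy* (-0.98 to 1.88), *Gcg* (-0.58 to 1.39), *Insl5* (-1.23 to 0.85), *Etv1* (-1.12 to 1.13) and *Egr3* (-1.29 to 0.52). The log2 ratio of the means was -0.16 for *Pyy* and -0.34 for *Etv1*. *Etv1* was at -0.045 with a pseudocount of 40, -0.056 with edgeR and -0.086 with DESeq2, and *Egr3* at 0.0052 with edgeR and 0.047 with DESeq2. *Saa1* in eKO against control crypts ranged from -1.1 to 0.39 with 1 mouse left out.

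In KO pool 1, 1 read was deposited as 38 CP20M, so that the lowest genes kept between KO and HE pools rest on 2 reads there. In simulated reads at this depth limma called 68.5% of genes changed by a log2 of 2 in either direction, among genes expected at more than 10 reads in the shallowest pool. Smaller changes and lower genes were not simulated.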

Differences from the paper's values

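Of the tests in this part, edgeR's likelihood-ratio and exact tests and the crossed pairing of pools were chosen only after the result was seen.

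For HE pools against Epcam +ve samples, limma called 259 genes higher against the paper's 905, and 28 lower against the paper's 321. None of the alternatives set before the data were examined closed the gap, with 583 and 175 by edgeR's quasi-likelihood test as the nearest. The likelihood-ratio and exact tests of edgeR, chosen after seeing the values, called 871 to 1043 genes higher and 305 to 408 lower over 8 settings, within 1.5 times of the paper's counts.

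For the crypts of both lines, limma called 1 gene higher against the paper's 35, and 3 lower against the paper's 40. None of the alternatives set before the data were examined closed the gap for higher genes, and for lower genes only leaving out the library labelled eKO mouse 2 did, with 29. The likelihood-ratio test of edgeR, chosen after seeing the values, called 40 to 43 genes lower with or without the line as a covariate, and 35 to 36 higher without it, which compares mice across the 2 tables. With the line it called 18 higher. Which genes the paper's list holds was not compared.

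Of 33 log2 fold changes printed in Fig. EV2B, all 33 had the paper's direction and 10 differed by more than the replicate SD. The values were 8.43 against the paper's 9.16 for *Amigo2*, 6.29 against the paper's 6.45 for *Cpe*, 6.43 against the paper's 6.74 for *Man1c1* and -4.05 against the paper's -4.38 for *Krt14*, where a pseudocount of 1, edgeR's quasi-likelihood test and DESeq2 closed the gap and the other alternatives set before the data were examined did not. They were 6.63 against the paper's 6.79 for *Slc18a1*, 6.99 against the paper's 7.61 for *Celf3* and 6.34 against the paper's 6.97 for *Cerkl*, where of the same alternatives edgeR's quasi-likelihood test and DESeq2 closed the gap, and 6.50 against the paper's 6.76 for *Wif1*, where these, a pseudocount of 1 and median-of-ratios rescaling did. For *Acpp* the value was -4.72 against the paper's -5.46, closed by a pseudocount of 1 and edgeR's quasi-likelihood test. *Amigo2*, *Krt14*, *Celf3*, *Cerkl* and *Acpp* had at most 3 reads in each library of 1 group. *Tg* had no read in the HE pools and was at least 11.2-fold lower there. Its value of -5.33 against the paper's -11.66 is set by the pseudocount, and the 2 cannot be compared.

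The paper names *Ffar2*, *Insl5*, *Pyy*, *Gcg*, *Syn1*, *Pax4*, *Rcor2*, *Rfx3*, *Sox4*, *Rybp*, *Pax6* and *Emb* as enriched in GFP +ve cells, *Lrrn1* and *Ntm* as neural markers observed there, and *Tg* in Fig. EV2B as depleted, and limma called none of these 15 genes at its thresholds, although 13 of them had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, a pseudocount of 40, edgeR's quasi-likelihood test and DESeq2 called *Ffar2*, *Insl5*, *Syn1*, *Pax4*, *Pax6*, *Emb* and *Tg*, the quasi-likelihood test and DESeq2 called *Rfx3*, and the quasi-likelihood test alone called *Pyy* and *Lrrn1*. *Ntm*, *Gcg*, *Rcor2*, *Sox4* and *Rybp* were called by none of these 3. The paper names the postsynaptic *Dlg3* and *Shank2* as enriched. *Dlg3* overlapped between the groups, with a log2 fold change of 0.21, and *Shank2* was lower in GFP +ve cells, with -1.3. The paper describes *Dll1* and *Isx* as not expressed in GFP +ve cells, where *Isx* had 1565 and 1494 CP20M and *Dll1* 127 and 147.

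Between KO and HE pools, the paper reports EC markers as lower. Under the criterion of its methods *Gch1* was not past it, at -1.93 times the average SD, and was past it with the population SD, an alternative set before the data were examined. Limma called none of the 14 EC markers, with 10 at an unadjusted p-value under 0.05. The crossed pairing of pools, chosen after seeing the values, had an adjusted p-value under 0.05 from limma for 7 of the 14 EC markers (*Ddc*, *Lmx1a*, *Rab3c*, *Ckb*, *Krt7*, *Reg4* and *Olfr558*), for 7 of the 41 genes of Fig. EV3D, among them *Kcnip3*, *Ptprn*, *Cacna1h*, *Camk2b* and *Unc13a*, and for *Aplp1*, *Krt20*, *Top2a* and *Olfr78*. DESeq2, an alternative set before the data were examined, called *Olfr78* and *Olfr558*.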

Other observations

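Of the tests in this part, those chosen only after the result was seen are the simulation without a difference, the size of the admixture, the excess of lower genes after rescaling, the distal *Hox* genes in the pools, the regroupings of crypt mice that part same-numbered mice, the regroupings for the likelihood-ratio test, the scaling of regrouped mice, non-coding transcripts, cell stress, the shared axis, the label of the library of eKO mouse 2 and the squamous genes. For 4 of them, and for the 3 results after thinning, which were planned, the rule for reading the result was also changed after a first result. The simulation was first read by the number of genes alone, the *Hox* genes without asking for pools apart, and the regroupings of crypt mice without regard to mouse numbers. The excess of lower genes after rescaling and the results after thinning were first read as able to tell.

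The number of genes past the criterion of the methods between KO and HE pools cannot be told apart from the spread between pools. Of the 3 ways to split the 4 pools into 2 and 2, 2 gave as many genes, 1571 for genotype and 2047 for KO pool 1 with HE pool 2, and the third gave 956. Limma called 0, 19 and 0 genes in these splits, with 503, 1208 and 167 at an unadjusted p-value under 0.05. In 20 sets of reads simulated with no difference, 1477 genes were past the criterion on average (at most 1535), against 1571 in the data. As a share of the genes above 40 CP20M this was 13.2%, ranging from 12.7% to 13.7%, and 13.2% in the data. The simulated genes were balanced, 747 higher and 729.6 lower, while the data had 384 and 1187. This excess of lower genes stayed when all pools were thinned to the same depth, at 3.17 lower genes per higher gene against 3.09 before. Thinning leaves the mean of scaled values as it is, so that by this value the excess cannot be told apart from depth, while the balanced simulation was drawn at the depths of the real pools. After median-of-ratios rescaling the ratio was 0.966. The rescaling centres the genes, which brings this balance near 1 whatever the cause, so that the excess cannot be told apart from a few genes taking most of the reads.

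The lower EC markers in KO pools, with a median log2 fold change of -1.13, were -1.13 after thinning to equal depth, which leaves the mean of scaled values as it is and cannot tell whether depth plays a part. They were -0.96 after the rescaling, so that a few abundant genes do not account for them. Admixture of GFP -ve cells in the KO pools predicts that all genes specific to GFP +ve cells fall alike and that genes low in GFP +ve cells rise. With genes chosen in 1 HE pool and measured against the other, the EC markers had medians of -1.31 and -0.91, all genes specific to GFP +ve cells -1.01 and -0.65, and genes low in them 0.47 and -0.035, with a mean of 0.216. *Reg4* had 11174 and 15944 CP20M in the Epcam +ve samples, 15293 and 16816 in the HE pools and 7472 and 3428 in the KO pools, so that admixture of cells like those of the Epcam samples does not account for its lower values. Genes of absorptive cells had a median log2 fold change of -1.55 in HE pools against Epcam samples. They were lower in KO than HE pools, with -0.59 over 9 genes. Goblet, stem and tuft cell genes, genes of cell division and of the defense response had -2.19, -1.61, -1.54, -2.36 and -1.88 against Epcam samples. Their medians in KO against HE pools were 0.21, 0.28, 0.31, 0.46 and 0.39, over 9, 5, 3, 21 and 12 genes, in the same order. Over 7 stem and 7 tuft cell genes the medians were 0.037 and 0, so that neither list was clearly higher. Over 11 goblet, 28 cell division and 20 defense genes they were 0.21, 0.54 and 0.36. If cells like those of the Epcam samples alone lowered the EC markers, they would have to give 62.4% and 49.2% of the RNA of the KO pools, and the genes low in GFP +ve cells would rise by 1.70 and 0.82, with a mean of 1.26, in place of 0.47 and -0.035. Taken as it stands, the rise seen would lower the EC markers by 0.15 and 0. The median of all genes was -0.17 and -0.28 in the same contrasts, which these estimates do not take out. Relative to all genes the rise was therefore larger. By the values as they stand such admixture does not account for the whole fall of the EC markers, while a part cannot be ruled out. Admixture of other cells was not tested. Different shares of proximal and distal colon cannot be ruled out either. Of the distal *Hox* genes 3 were tested, with a median log2 fold change of 2.45 and values of *Hoxa13* 70 and 0 in the HE pools and 76 and 268 in the KO pools, *Hoxb13* 300 and 67 in the HE pools and 263 and 872 in the KO pools, and *Hoxd13* 93 and 0 in the HE pools and 338 and 337 in the KO pools, of which only *Hoxd13* and *Hoxa13* were without overlap, as 16.7% of random splits would give. The loss of Olfr78 is the biological explanation. These data do not separate it from region or from admixture of cells, whether or not like those of the Epcam samples. KO pool 2 also had 20.5% of its values on mitochondrial genes, against 11.1% and 9.92% in the HE pools and 12.9% in KO pool 1. Whether this difference plays a part was not tested.

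For the crypts of both lines, mice were regrouped at random within the lines for limma. Of 60 groupings that part both same-numbered pairs of the Vil1 Cre/+-Olfr78 fx line, as the real one does, 2 called as many genes as the real 4, the real one included, and the largest of the others called 9. Of 40 groupings that keep such a pair together, 5 called as many, at most 1256. For edgeR's likelihood-ratio test without the line, mice were regrouped over both lines. Here 1 of 60 groupings that part these pairs called as many as the real 76, the real one included, and the others at most 46. Of these groupings, 24 keep the real numbers of mice per line. Of 40 that do not part the pairs, 11 called as many, at most 1356. The separation of genotypes in a scaling plot of selected genes may come from the selection. When 75 genes were chosen for each grouping within the lines, 11 of 60, the real one included, separated their groups at least as well as genotype (distance 2.98 SDs, at most 5.31), and 22 of the others separated at all. Same-numbered mice of this line resembled each other along an axis with 58.6% of its variance. After all 5 libraries were thinned to the same depth, the axis had a correlation of 0.995 with that before, which thinning could hardly change. Control mouse 1 and the library labelled eKO mouse 1, on 1 side of the axis, had 7676784 and 7827821 reads on genes and the other 3 libraries 8453237 to 10995288, so that the axis cannot be told apart from depth. No biological explanation of this axis was tested.

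For KO against WT crypts, 1 of the 21 ways to split the 7 mice into 2 and 5, the real one, called as many genes as the 1514 observed, and the next called 24. The groups therefore differ, but the difference cannot be told apart from preparation. Of the 1270 genes called higher in KO crypts, 666 (52.4%) were non-coding transcripts, which made up 15.7% of the genes tested. Their median log2 fold change over 2507 genes was 0.30, and they held 7.52% to 8.18% of the values in KO mice and 6.22% to 6.49% in WT mice, as more nuclear or unspliced RNA in the KO preparations could give. Heat-shock and immediate-early genes were lower in KO crypts, with a median log2 fold change of -0.51 over 18 genes, 17 of them lower, below all 10000 random lists, so that cell stress during preparation may also differ. The difference lined up with the main axis of the other line (correlation 0.476, or 0.378 for coding genes alone), and 2 of 21 splits, the real one included, lined up as closely, at most 0.510, which leaves open whether a preparation effect is shared.

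The defense genes in KO against WT crypts were weighed against the cells in the preparations. A list of immune markers fell by 0.76 on the log2 scale in the median over 6 of 16 genes, at percentile 0.01 of random lists, so that fewer immune cells in KO preparations may contribute to the lower genes. They do not account for *Duox2*, *Duoxa2*, *Reg3g* and *Pla2g2a*, 4 of the 8 defense genes called, which were higher in KO crypts. Distal *Hox* genes had a median log2 fold change of 0.30, at percentile 91.0 over 5 genes, so that the pattern cannot be told apart from different shares of proximal and distal colon. The mice did not differ in sex. The lowest value of the Y-linked *Ddx3y* and *Kdm5d* was 970 CP20M and the highest of *Xist* 94 in the 12 mice. How much of the lower defense genes comes from immune cells was not tested, nor was a biological explanation.

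In the library labelled eKO mouse 2, *Olfr78* had 73 CP20M, above the lowest control mouse with 61. The genotype entry of the sample label is that of control mouse 2. Whether the library is mislabelled or Olfr78 was incompletely deleted cannot be told from these values.

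Keratins of squamous epithelium are among the genes lower in HE pools than in Epcam +ve samples. Of 8 other squamous genes under 40 CP20M in all 12 crypt libraries, 3 had 40 or more in both Epcam +ve samples, while 0 of the 8 had 40 or more in both HE pools. Cells from squamous epithelium in the Epcam samples, which are both from 1 mouse, are a candidate explanation for these 3 genes. No biological explanation was tested.

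*Olfr558* had 1588 and 2014 CP20M in the HE pools and 413 and 128 in the KO pools (log2 fold change -2.90, standard error 0.55). Of the markers the paper gives for goblet-like cells in single-cell data, *Reg4* in crypts had 10830 and 13902 in WT, 4192, 5127, 4705, 907 and 4251 in KO, 11263, 8513 and 7858 in control and 3046 and 5305 in eKO mice. Its log2 fold change was -1.89 in the Olfr78-GFP line and -1.18 in the other line. *Mpst* had -1.0 and -0.26, *Saa1* -0.63 and -0.36, and *Papss2* -0.90 and -0.53, in the same order. The difference between the lines had adjusted p-values of 0.731, 0.557, 0.833 and 0.627 from limma for *Reg4*, *Mpst*, *Saa1* and *Papss2*.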
